# Optimizing Cost-Effective gene expression phenotyping approaches in cattle using 3′ mRNA sequencing

**DOI:** 10.1186/s12864-025-11571-4

**Published:** 2025-04-16

**Authors:** Ruwaa I. Mohamed, Taylor B. Ault-Seay, Sonia J. Moisá, Jonathan E. Beever, Agustín G. Ríus, Troy N. Rowan

**Keywords:** Molecular phenotyping, Gene expression, High-throughput, Livestock, Transcriptomics

## Abstract

**Background:**

Genetic and genomic selection programs require large numbers of phenotypes observed for animals in shared environments. Direct measurements of phenotypes like meat quality, methane emission, and disease susceptibility are difficult and expensive to measure at scale but are critically important to livestock production. Our work leans on our understanding of the “Central Dogma” of molecular genetics to leverage molecular intermediates as cheaply-measured proxies of organism-level phenotypes. The rapidly declining cost of next-generation sequencing presents opportunities for population-level molecular phenotyping. While the cost of whole transcriptome sequencing has declined recently, its required sequencing depth still makes it an expensive choice for wide-scale molecular phenotyping. We aim to optimize 3′ mRNA sequencing (3′ mRNA-Seq) approaches for collecting cost-effective proxy molecular phenotypes for cattle from easy-to-collect tissue samples (i.e., whole blood). We used matched 3′ mRNA-Seq samples for 15 Holstein male calves in a heat stress trail to identify the (1) best library preparation kit (Takara SMART-Seq v4 3′ DE and Lexogen QuantSeq) and (2) optimal sequencing depth (0.5 to 20 million reads/sample) to capture gene expression phenotypes most cost-effectively.

**Results:**

Takara SMART-Seq v4 3′ DE outperformed Lexogen QuantSeq libraries across all metrics: number of quality reads, expressed genes, informative genes, differentially expressed genes, and 3′ biased intragenic variants. Serial downsampling analyses identified that as few as 8.0 million reads per sample could effectively capture most of the between-sample variation in gene expression. However, progressively more reads did provide marginal increases in recall across metrics. These 3′ mRNA-Seq reads can also capture animal genotypes that could be used as the basis for downstream imputation. The 10 million read downsampled groups called an average of 109,700 SNPs and 11,367 INDELs, many of which segregate at moderate minor allele frequencies in the population.

**Conclusion:**

This work demonstrates that 3′ mRNA-Seq with Takara SMART-Seq v4 3′ DE can provide an incredibly cost-effective (< 25 USD/sample) approach to quantifying molecular phenotypes (gene expression) while discovering sufficient variation for use in genotype imputation. Ongoing work is evaluating the accuracy of imputation and the ability of much larger datasets to predict individual animal phenotypes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-11571-4.

## Background

In livestock populations, selection decisions are made mainly based on statistical estimates of an animal’s genetic merit in the form of an estimated breeding value (EBV) [1]. Using EBV-based selection has led to remarkable genetic gain over relatively short periods. These genetic evaluations rely on large numbers of phenotypes measured on individuals in shared environments throughout the population [2, 3]. In most cases where genetic predictions do not exist for an economically-relevant trait, it is due to a lack of phenotypic measurements [4]. Some phenotypes, such as methane emission, disease susceptibility, or metabolic efficiency, are exceedingly challenging to quantify at the scale needed for genetic evaluation [5, 6, 7]. Future improvements to these economically important and sustainability-related traits will rely on novel approaches to collecting indicator phenotypes [8].

One possible solution to this challenge is to use molecular measurements (e.g., gene expression, protein, or metabolite abundance) as high-dimensional proxies for economically significant phenotypes [9]. These molecular measurements could be used in place of or alongside organismal phenotypes in genetic evaluations or in more complex models that predict animal phenotypes rather than additive genetic merit [10, 11, 12, 13]. Proxy phenotypes collected from milk samples via mid-infrared (MIR) spectroscopy are used as indicators for multiple efficiency and health traits in the dairy industry [14]. A similar proxy does not yet exist for beef cattle. As with any complex trait, genetic predictions that leverage intermediate phenotypes will also require large numbers of samples to be useful. As such, tissue collection must be accessible, and molecular data generation must be cheap. At present, the cost of whole transcriptome sequencing and proteomics remains prohibitively expensive. To equip future analyses with population-scale molecular phenotype data, we propose an optimized approach to quantifying gene expression via 3′ mRNA sequencing (3′ mRNA-Seq) in whole blood.

Whole transcript sequencing (mRNA-Seq) and 3′ mRNA-Seq are two related transcriptomic approaches, each offering unique representations of an individual’s gene expression landscape. While both approaches start by capturing mRNA of expressed genes, whole transcriptome sequencing libraries usually involve random fragmentation of entire genes, followed by fragment size selection for sequencing (Fig. 1A). As a result, sequencing reads are distributed evenly across full transcripts. This can result in a biased overrepresentation of longer genes/transcripts amongst reads because they result in more fragments-per-transcript compared to shorter genes/transcripts [15]. This biased overrepresentation of longer genes can negatively affect the detection of differentially expressed genes (DEGs) and downstream analyses of biological functions like gene ontology (GO) enrichments and pathways analysis [16]. This requires that whole RNA sequencing analyses normalize the fragment counts per gene based on gene length and sequencing depth.

**Fig. 1:**
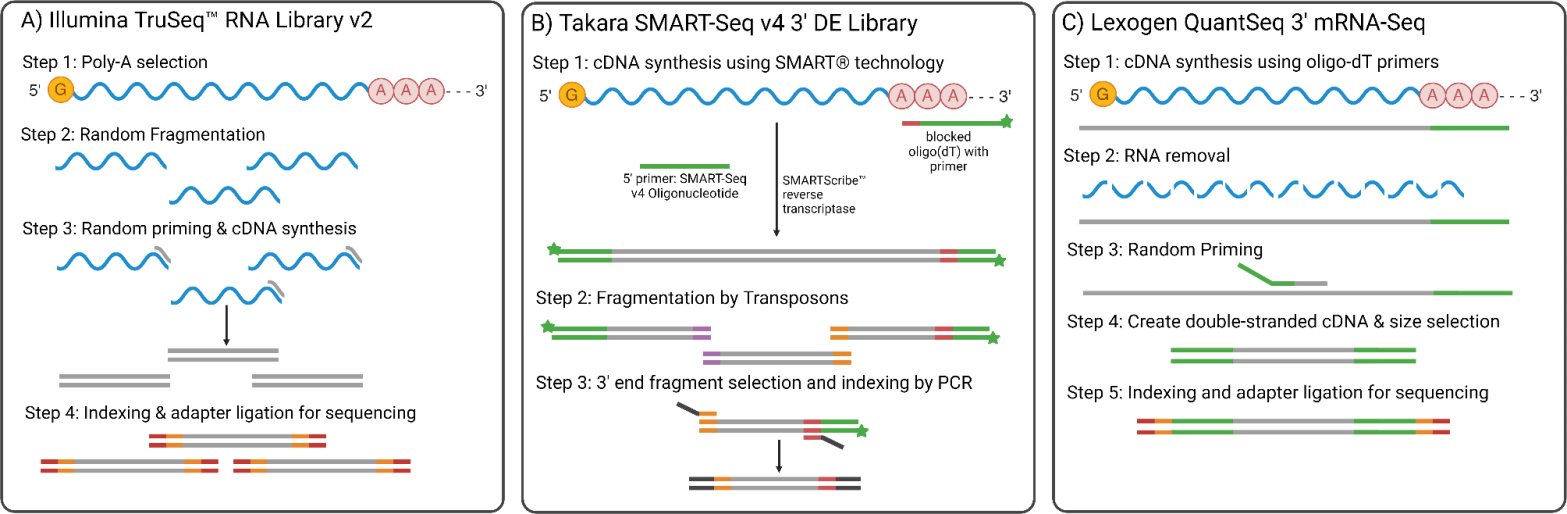
Comparison of the library preparation approaches for whole transcriptome sequencing and 3′ mRNA-Seq. **A**) Library preparation for Illumina TruSeq RNA library preparation used for whole transcriptome sequencing. **B**) Library preparation protocol for Takara SMART-Seq v4 DE approach used for 3′ biased sequencing. **C**) Library preparation protocol for Lexogen QuantSeq 3′ mRNA-Seq

Comparatively, 3′ mRNA-Seq approaches do not fragment the captured transcripts and sequence multiple fragments from the same transcript. Instead, 3′ mRNA-Seq involves a biased library preparation approach that generates reads from the 3′ end of mRNA molecules and creates a cDNA library from only the fragment containing the poly-A tail (Fig. 1B, C). This results in an unbiased representation of long and short transcripts in the sequencing library [15]. As a result, gene expression analysis of 3′ mRNA-Seq does not require normalization based on gene length. The most important benefit of 3′ mRNA-Seq is that gene expression can be quantified with a fraction of the reads necessary in a full transcriptome study due to a reduction in the number of redundant reads that belong to the same transcript [15]. The main drawback of 3′ mRNA-Seq is that reads cannot be used to identify novel transcripts or alternative splicing events. Further, it can only call 3′ biased intragenic variants in cases where genomic variants are of interest. Multiple commercial library preparation approaches are available for 3′ mRNA-Seq, including Tag-seq [17, 18], MustSeq [19], QuantSeq (Lexogen) [20], and SMART-Seq v4 3′ DE (Takara). The Lexogen QuantSeq library is one of the most widely used 3′ mRNA-Seq libraries across studies, used in over 1,600 publications in the past decade [21].

The literature is conflicting on whether 3′ mRNA-Seq or whole transcriptome sequencing approaches are better equipped to detect DEGs [15]. Some side-by-side comparisons found that full transcriptomes were more effective at detecting DEGs [15], while others have identified 3′ mRNA-Seq as the superior approach [19, 20, 22, 23]. However, the majority of comparisons suggest that the libraries are equally capable of detecting both DEGs and expressed genes [17, 18, 24, 25, 26, 27]. Finally, compared with whole transcriptome sequencing, 3′ mRNA-Seq represents the major cost savings needed for widespread molecular phenotyping applications [15, 18].

This project aimed to identify best practices for carrying out cost-effective 3′ mRNA-Seq for eventual application in the molecular phenotyping of livestock. We explored how different library preparation approaches and sequencing depths affect the quality and amount of information generated. Here, we compare two popular library preparation approaches for 3′ mRNA-Seq: Lexogen QuantSeq and Takara SMART-Seq v4 3′ DE. We also use an iterative downsampling approach to simulate the impacts of different sequencing depths. This allows us to identify the minimum depth needed to capture the optimal amount of variation in transcript quantities. Finally, we explore our ability to call variants from 3′ biased sequencing reads. The ability to impute genotypes based on this reduced-representation gene expression data would be invaluable for many genotype-to-phenotype applications in plants and livestock. Coupled with developments in laboratory automation, the best practices identified by this work could make molecular phenotyping practical for livestock genetic evaluations.

## Methods

### Sample collection and RNA extraction

We opportunistically collected whole blood samples from 15 Holstein male calves housed under climate control rooms [28] in the East Tennessee Research and Education Center– JRTU undergoing an acute heat stress trial for an unrelated project (Yu et al., under revision). We handled all animals according to the University of Tennessee’s Institutional Animal Care and Use Committee Protocol 2851 − 0921. Fifteen whole blood samples were collected from the cattle at 6:30 before heat exposure, and 14 samples were collected at 18:30 immediately after 12 h of heat exposure from the same animals (Yu et al., under revision). Climate in the room was obtained following our previous work in heat-stressed claves [28]. 10 mL of blood was mixed with 30 mL of 1X NH_4_Cl red blood cell lysis buffer and was centrifuged at 2000 *×g* for 10 min. The supernatant was aspirated and cell pellets resuspended in 1.2 mL of Trizol. RNA was isolated according to the protocol detailed in Rio et al. [29]. RNA purification and genomic DNA removal were performed using the Zymo RNA Clean and Concentrator kit according to manufacturer protocol.

### Library preparation and sequencing

Sequencing libraries were prepared from isolated RNA using two different kits: Takara SMART-Seq v4 3′ DE (Takara) and Lexogen QuantSeq 3′ (Lexogen) (Supplementary Table S1) as per the manufacturer’s instructions. Final library quality and concentrations for pooling were evaluated using the Agilent Tapestation 4200 system. For each kit, libraries for all 27 samples were pooled to achieve equal concentrations (Supplementary Table 1). For the Takara pool, each sample had 5 ng of cDNA. For the Lexogen pool, each sample had 3.2 ng of cDNA. They were sequenced on a single SP flow cell on the Illumina Novaseq6000 (University of Tennessee Genomics Core - Knoxville, TN) with a 200-cycle v1.5 reagent kit. For Takara 3′ libraries, Read 1 was 150 bp, and Read 2 consisted of 26 bp for demultiplexing. Whereas Lexogen 3′ libraries were sequenced with single-end with 150 bp reads.

### Sequence processing & gene expression quantification

Only forward reads were used for sequence analysis, as reverse reads contained only indices for demultiplexing for the Takara kit. For all samples, Trimmomatic (v.0.39) was used for trimming and filtering with the following parameters: (LEADING:5 TRAILING:5 SLIDINGWINDOW:5:20 MINLEN:30) to trim bases from each end of each read that has a quality ≤ 5, trim at the first occurrence of sliding window of size 5 with average quality ≤ 20, and filter out the reads that are shorter than 30 bp after the trimming [30]. The quality of reads before and after trimming & filtering was visualized and evaluated using FastQC (v.0.11.9) [31] and MultiQC (v.1.14) [32] tools. The STAR alignment software (v.2.7.10b) [33] was used to index the *Bos taurus* genome (ARS-UCD2.0; Jul 2023) [34] - which was obtained from NCBI - with sjdbOverhang of 149 bp. STAR was then used to map filtered reads to the indexed genome. The quantMode “GeneCounts” was used in STAR to quantify the number of reads mapped to the annotated genes.

### Differential gene expression analysis & functional enrichment analysis

We evaluated the sensitivity of each test condition (library preparation method and downsampled read number) to detect expressed genes and differentially expressed genes. The number of expressed genes (count > 0) and informative genes (count > 10 in 50% of the samples) were calculated in R (R 4.2.1 “Funny-Looking Kid”) using the GeneCounts generated by the STAR tool. All expressed genes (i.e. genes with expression > 0 in at least one sample) were used for DEG analysis via the DESeq function from the DESeq2 R package (v.1.40.2) [35]. Time of sample (morning vs. night) was the only variable tested in the model. No genes were excluded before this step because DESeq function filters genes with low counts based on Negative Binomial Gamma-Poisson distribution and it’s recommended not to remove any expressed genes. The DEGs results were extracted with an FDR-corrected alpha threshold of 0.05 but no log fold change threshold was used. DEGs were plotted using the Bioconductor EnhancedVolcano library [36].

### Variant calling

We utilized the GATK best practices for calling variants from RNA-sequencing data to identify genomic variation in areas covered by 3′ mRNA-Seq reads [37, 38]. STAR was used to remap the reads with a per-sample 2-pass mapping step. Samples from the same animal (from before and after heat exposure) were merged using SAMtools (v.1.20) [39]. We used the GATK tool (v.4.3.0.0) [38] and picard tools (v.2.27.4-0) [40] to: (1) Assign all reads from each animal to a single read group identified by the animal ID using the AddOrReplaceReadGroup tool, (2) mark duplicated reads in each of the merged samples, (3) split the reads that contain Ns in their cigar string using SplitNCigarReads tool, (4) Call variants within each of the merged samples using HaplotypeCaller with a confidence threshold of 20, (5) combine the variants from all samples across all chromosomes and known scaffolds in the genome using GenomicsDBImport, (6) perform joint variant calling from all samples using GenotypeGVCFs, (7) Separate SNPs and INDELs using SelectVariants, and (8) Hard-filter SNPs and INDELs, separately, with VariantFiltration tool with the following parameters for SNPs and INDELS (QD < 20.0, FS > 20.0, MQRankSum < -12.5, ReadPosRankSum < -8.0, and SOR > 5.0). Even though the GATK recommends variant recalibration before calling variants with HaplotypeCaller tool rather than using hard filters, this step requires having one or more databases of known polymorphic sites from the population of interest. At the time of the analysis, reference polymorphic sites databases were not available for Holstein dairy cattle compared to the reference Hereford genome assembly (ARS-UCD2.0). The information fields of VCF files for SNPs and INDELs were imported into R environment (R version 4.2.1 (2022-06-23)) and filtered based on either (1) total depth across samples and alleles and the number of reads supporting an alternate allele [DP_total > = 10 and ALT_AD_total > 0] or (2) only on the depth of alternative allele (AD) or alternative allele ratio (AR) per allele per sample followed by a filter on re-calculated depth from all samples [((AD > = 2) or (AR > = 0.1 and DP > 10)) and DP_total_recalculated > = 5]. The second filtering method is more stringent and filtered out more SNPs. To validate the variant calling results, we compared the called variants with known species variants (i.e. population variants) obtained from the ENSEMBL database (as of August 29, 2024).

### Downsampling for sequencing-depth benchmarking

We used the Seqtk tool (v.1.4) [41] to generate ten random replicates of downsampled read sets simulating seven ascending sequencing depths from raw FASTQ files for each sample. We simulated this downsampling using ten random seeds (127, 2, 5, 7, 9, 11, 12, 81, 21, 47) at each of seven different sequencing depths: 0.5 M, 1 M, 2 M, 5 M, 7.5 M, 10 M, and 12 M reads/sample. Higher sequencing depth downsampling past 12 M reads was not possible for all samples. We performed the same analysis described above (alignment, gene expression counting, DEG analysis, and variant calling) to quantify the relative performance of each sequencing depth across replicates. The downsampling efficacy of the variant calling was also explored using the more stringent filtering criteria (based on depth per alternative allele per sample).

The results of the downsampling were quantified using precision, recall, and F-score where the whole dataset’s results were considered the true positive set. Precision is the measure of the positive predicted value (PPV), recall is the measure of sensitivity, and F-score is the harmonic mean of precision and recall [42]. The three metrics were calculated using the following equations:

$$\,Precision\,=\,\frac{TP}{TP+FP}$$

$$\,Recall\,=\,\frac{TP}{TP+FN}$$

$$\,F.score\,=\,\frac{TP}{TP+\frac{1}{2}\times\,(FP+FN)}$$

Where.

- True positive (TP) is the number of genes present in both the subsample and the full dataset.
- False positive (FP) is the number of genes present only in the subsample.
- False negative (FN) is the number of genes present only in the full dataset but not the subsample.

The plateau value, indicating the point where additional reads failed to uncover additional genes for each metric, was estimated by fitting the downsampling results from all ten replicates to a Self-Starting Nls Asymptotic Regression Model (SSasymp function from the stats package in R) with the following equation: $$\,y\,=\,{y}_{max}+({y}_{0}-{y}_{max})\,.\,{e}^{-ex{p}^{lrc}\,.\,x})\,$$, Where

- $$\,{y}_{max}\,$$is the asymptote value on the y-axis,
- $$\,{y}_{0}$$ is the response when $$\,\,x=0$$, and
- $$\,lrc$$ is the natural logarithm of the rate constant.

The plateau’s initial point (i.e., saturation sequencing depth) was calculated by setting the derivative of this model to 0.0001, which represents an increase of one gene from adding 10,000 extra raw reads per sample (i.e., marginal information gain).

$$\,{x}_{plateau}\,=\,-\frac{ln\left(\frac{-0.0001}{{y}_{0}-{y}_{max}}\right)-lrc}{{e}^{lrc}}$$

## Results

### Comparing Takara and Lexogen libraries

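Whole blood RNA of 15 Holstein calves, taken before and after 12 h of heat stress, gave 29 RNA samples and 54 libraries, 27 prepared with each kit. Libraries of both kits were available for 25 of the RNA samples. The sample labels and Supplementary Table S1 assigned 13 libraries of each kit to the thermoneutral control and 13 to heat stress. They disagreed on the time of animal 20, whose 2 libraries entered the comparison of the kits and were left out of the comparison of the times. The authors trimmed and filtered the forward reads with Trimmomatic, mapped them to ARS-UCD2.0 with STAR and deposited the number of uniquely mapped reads per gene, without normalization. Each library lists 32637 genes below 4 totals for unmapped, multimapped, featureless and ambiguous reads. The counts come as an unstranded column, a sense column and an antisense column, and the paper's text does not name the column that was analysed. The unstranded counts were used here, with the sense counts as an alternative. The sum of the unstranded column gives the filtered reads per library, and raw reads were not used here.
Kits were compared with two-sided permutation tests of the difference in means (100000 resamples, n = 27 libraries per kit). Benjamini-Hochberg adjustment covered the 12 measures compared in this way. Filtered reads per library had a mean of 18748217 ± 5463222 (SD, n = 27) for Takara and 18570019 ± 15416195 (SD, n = 27) for Lexogen (permutation test, p = 0.989, adjusted p = 0.989). The medians were 18202332 reads (range 12210387 to 34976807) for Takara and 15976414 reads (range 7126511 to 93690473) for Lexogen. Without the Lexogen library with the most reads, Takara libraries had 3067447 more filtered reads on average (permutation test, p = 0.0163). The sample numbers form 2 runs with a wide gap between them, which were treated as a possible batch. Takara minus Lexogen was -1054133 reads in run 1 (permutation test, p = 0.991) and 1975461 reads in run 2 (permutation test, p = 0.167). Between 5140595 and 20699030 reads per Takara library and between 4516761 and 58521751 reads per Lexogen library were counted on genes.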

Sequencing depth was similar for both library preparation kits (p-value 0.9761; Welch two-sample t-test) with a median of 18.6 million (range: 12.5 M − 35.6 M) and 16.4 million (range: 7.3 M − 95.7 M) raw reads per sample for the Takara and Lexogen libraries, respectively (Supplementary Figure S1). 

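The Lexogen library of animal 15 after heat stress exceeded every other library in filtered reads, and the next highest Lexogen library held 24041556. It lay 4.87 SD above the mean of the 27 Lexogen libraries and 21.8 SD above the mean of the others. It contributed 18.7% of all filtered Lexogen reads. At least 1 count was found for 14600 genes in this library, and 6 Lexogen libraries with fewer reads had more such genes.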

One sample sequenced with the Lexogen library had significantly more reads than all other samples (> 5 standard deviations from the mean) because it was inadvertently loaded to a higher concentration. On average, quality control filters dropped significantly fewer reads for the Takara library (1.94% of the raw reads) compared with the Lexogen library (2.39% of the raw reads) (p-value < 0.0001; Welch two-sample t-test) (Fig. 2A). When mapped to the cattle reference genome, the reads from Lexogen libraries had a significantly higher mapping rate on average, with 87.95% of the raw reads (90.1% of the filtered reads) where uniquely mapped compared to Takara libraries with 75.56% of the raw reads (77.05% of the filtered reads) uniquely mapped reads (p-value < 0.0001; Welch two-sample t-test) (Fig. 2B, C). 

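Uniquely mapped reads made up 77.1% ± 4.96 (SD, n = 27) of the filtered reads in Takara libraries and 90.1% ± 1.74 (SD, n = 27) in Lexogen libraries. The difference, Takara minus Lexogen, was -13.1 percentage points (two-sided permutation test, p = 2e-05, the smallest p that 100000 resamples can give, adjusted p = 3.4e-05). The range was 63.5% to 86.8% for Takara and 86.5% to 93.5% for Lexogen, and 26 Takara libraries lay below every Lexogen library. Within the 25 RNA samples sequenced with both kits, the Takara share was higher in 0 of 25 and differed by -13.3 percentage points on average (permutation test within pairs, p = 1e-05, the smallest possible). The difference was -12.4 percentage points in sample number run 1 and -13.7 in run 2 (permutation tests, p = 2e-05 in each).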

The low mapping rate was mainly driven by more reads in the Takara data being unmapped because they were too short (5–15% of filtered reads). 

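Unmapped reads made up 13.9% ± 3.60 (SD, n = 27; range 6.94% to 23.5%) of the filtered reads in Takara libraries and 4.33% ± 1.53 (SD, n = 27; range 2.20% to 7.46%) in Lexogen libraries. The counts give unmapped reads as a single total, so the reads that were too short were not separated from other unmapped reads here. Multimapped reads made up 9.09% ± 1.56 (SD, n = 27) in Takara and 5.56% ± 0.543 (SD, n = 27) in Lexogen libraries. Mapped reads without a gene feature made up 15.8% ± 2.91 (SD, n = 27) in Takara and 26.7% ± 3.14 (SD, n = 27) in Lexogen libraries. The kits differed in each of these shares (two-sided permutation tests, p = 2e-05 for each, the smallest possible, adjusted p = 3.4e-05). Reads counted on a gene made up 58.8% ± 5.82 (SD, n = 27) and 61.5% ± 3.49 (SD, n = 27) of the filtered reads for Takara and Lexogen (permutation test, p = 0.0385, adjusted p = 0.0462).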

More stringent filtering criteria would decrease the rate of unmapped reads from both sequencing libraries but at the cost of possible information loss.

**Fig. 2:**
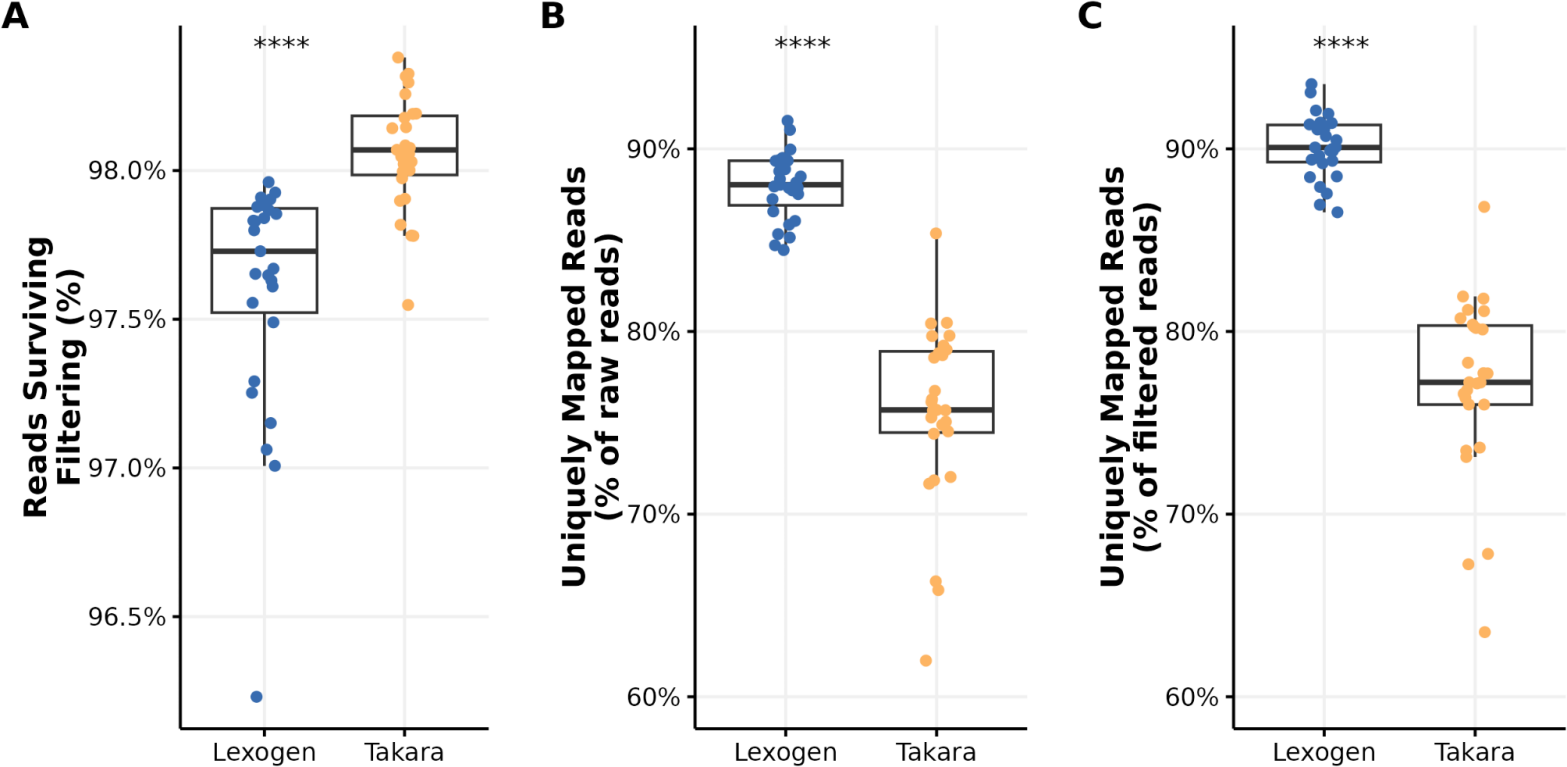
Comparison of Takara and Lexogen filtering outcomes and mapping rates. (**A**) Boxplots represent the percentage of the raw reads that survived filtering from both sequencing libraries. (**B**) Boxplots representing the percentage of the raw reads that survived filtering and were uniquely mapped to the cattle reference genome. (**C**) Boxplots represent the percentage of the filtered genes that were uniquely mapped to the reference genome from both sequencing libraries. (****: p < = 0.0001)

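The number of genes with at least 1 count per library was 16957 ± 580 (SD, n = 27) for Takara and 13417 ± 1487 (SD, n = 27) for Lexogen, a difference of 3540 genes (two-sided permutation test, p = 2e-05, the smallest possible, adjusted p = 3.4e-05). In 26 of 27 Takara libraries the number was above that of every Lexogen library. Takara gave more genes in 25 of the 25 RNA samples sequenced with both kits, by 3556 genes on average (permutation test within pairs, p = 1e-05, the smallest possible). The difference was 3724 genes in sample number run 1 and 3343 genes in run 2 (permutation tests, p = 2e-05 in each).

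**Figure D1:**
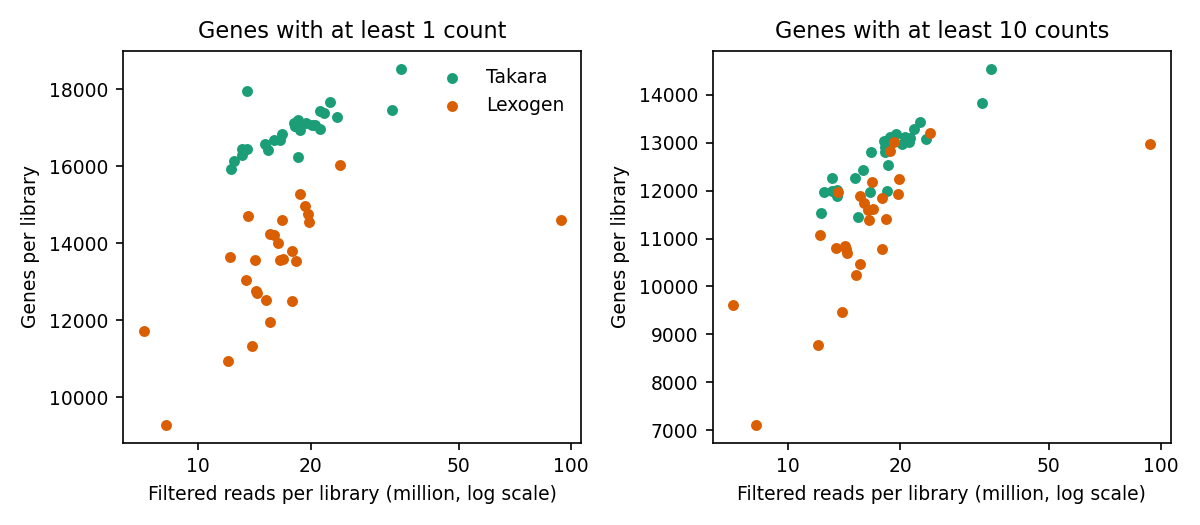
Genes with at least 1 count (left) and with at least 10 counts (right) per library against the filtered reads of the library on a log axis. Each point is 1 of 54 libraries, and 26 Takara libraries lie above every Lexogen library in expressed genes.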

Despite Lexogen libraries having a higher mapping rate, Takara libraries captured significantly more expressed genes than Lexogen libraries (p-value < 0.0001; Welch two-sample t-test). We considered “expressed genes” as genes to which at least a single read aligned. Takara libraries detected an average of 16,957 expressed genes per sample (minimum = 15,921; maximum = 18,532), while Lexogen libraries averaged only 13,417 (minimum = 9,273; maximum = 16,033) (Fig. 3A). 

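All 54 libraries were also drawn down without replacement to the filtered reads of the smallest library, 7126511 reads, in 10 random draws. At this depth Takara libraries had 15754 ± 379 expressed genes (SD, n = 27) and Lexogen libraries had 12868 ± 1321 (SD, n = 27), a difference of 2885 genes (two-sided permutation test, p = 2e-05, the smallest possible). With 4516761 reads on genes in every library the difference was 2973 genes. With sense counts alone it was 3253 genes, and with a minimum of 2 counts it was 3050 genes. The alternative with the smallest difference was chosen after seeing the data: with 3022263 sense reads on genes other than rRNA in every library, Takara libraries had 2300 more expressed genes. Each of these differences had a permutation p of 2e-05.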

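Across the 27 libraries of each kit, 20852 genes had at least 1 count with both kits, 3755 genes with Takara alone and 878 genes with Lexogen alone. The genes counted with Takara alone had a median total of 5 counts over its 27 libraries, and 1063 of them (28.3%) had no count on the sense strand. The genes counted with both kits had a median total of 1009 counts in Takara libraries. Sense counts alone gave 22847 expressed genes for Takara and 20006 for Lexogen. With the filtered reads of every library equalized, the average over 10 draws was 23337.8 expressed genes for Takara and 20928.5 for Lexogen.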

Using both libraries, the number of expressed genes from all animals (Fig. 3A black stars) is greater than the number of expressed genes from any individual, with a total of 24,607 expressed genes from Takara libraries and 21,730 expressed genes from Lexogen libraries. 

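Among the genes with at least 1 count, 2023 (8.22%) in Takara and 2424 (11.2%) in Lexogen were counted in a single library. Between 1 and 5 libraries counted 5406 genes (22.0%) in Takara and 5905 genes (27.2%) in Lexogen. All 27 libraries counted 12365 genes (50.2%) in Takara and 6836 genes (31.5%) in Lexogen. Libraries rather than individuals were counted here, since most calves gave 2 libraries per kit.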

Our definition of an expressed gene was quite liberal, meaning that many were captured only in one or a handful of individuals, which could mean they would not be as informative as molecular phenotypes (Fig. 3C, D). We defined a more conservative set of “informative genes” as genes where at least ten reads mapped to the gene in at least 50% of the samples. 

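The number of genes with at least 10 counts per library was 12690 ± 720 (SD, n = 27) for Takara and 11205 ± 1365 (SD, n = 27) for Lexogen (two-sided permutation test, p = 2e-05, the smallest possible, adjusted p = 3.4e-05). The numbers overlapped, and 4 Takara libraries lay above every Lexogen library. Takara was higher in 23 of the 25 RNA samples sequenced with both kits, by 1496 genes on average (permutation test within pairs, p = 5e-05). Restricted to the genes that reached this count in 50% of the kit's libraries, the means were 11978 ± 346 (SD, n = 27) and 10027 ± 928 (SD, n = 27). With the filtered reads of every library equalized, Takara libraries had 971 more genes with at least 10 counts (permutation test, p = 2e-05). The alternative that moved this difference most was chosen after seeing the data: with 3122583 reads on genes other than rRNA in every library, the difference was 440 genes (permutation test, p = 0.0216).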

Takara libraries captured significantly more informative genes per sample (mean = 11,824) than Lexogen libraries (mean = 9,904) (p-value < 0.0001; Welch two-sample t-test) (Fig. 3B). Takara libraries captured 12,351 informative genes from all samples, whereas Lexogen libraries captured only 10,997 informative genes (Fig. 3B black stars).

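With a minimum of 10 counts, 12513 genes were informative with Takara and 11121 with Lexogen, which was 50.9% and 51.2% of the expressed genes of the kit. Both kits shared 10824 informative genes, 1689 were informative with Takara alone and 297 with Lexogen alone. With equal filtered reads, the average over 10 draws was 10918 informative genes for Takara and 9924.7 for Lexogen. With equal reads on genes other than rRNA, it was 10462.5 for Takara and 9948.8 for Lexogen.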

**Fig. 3:**
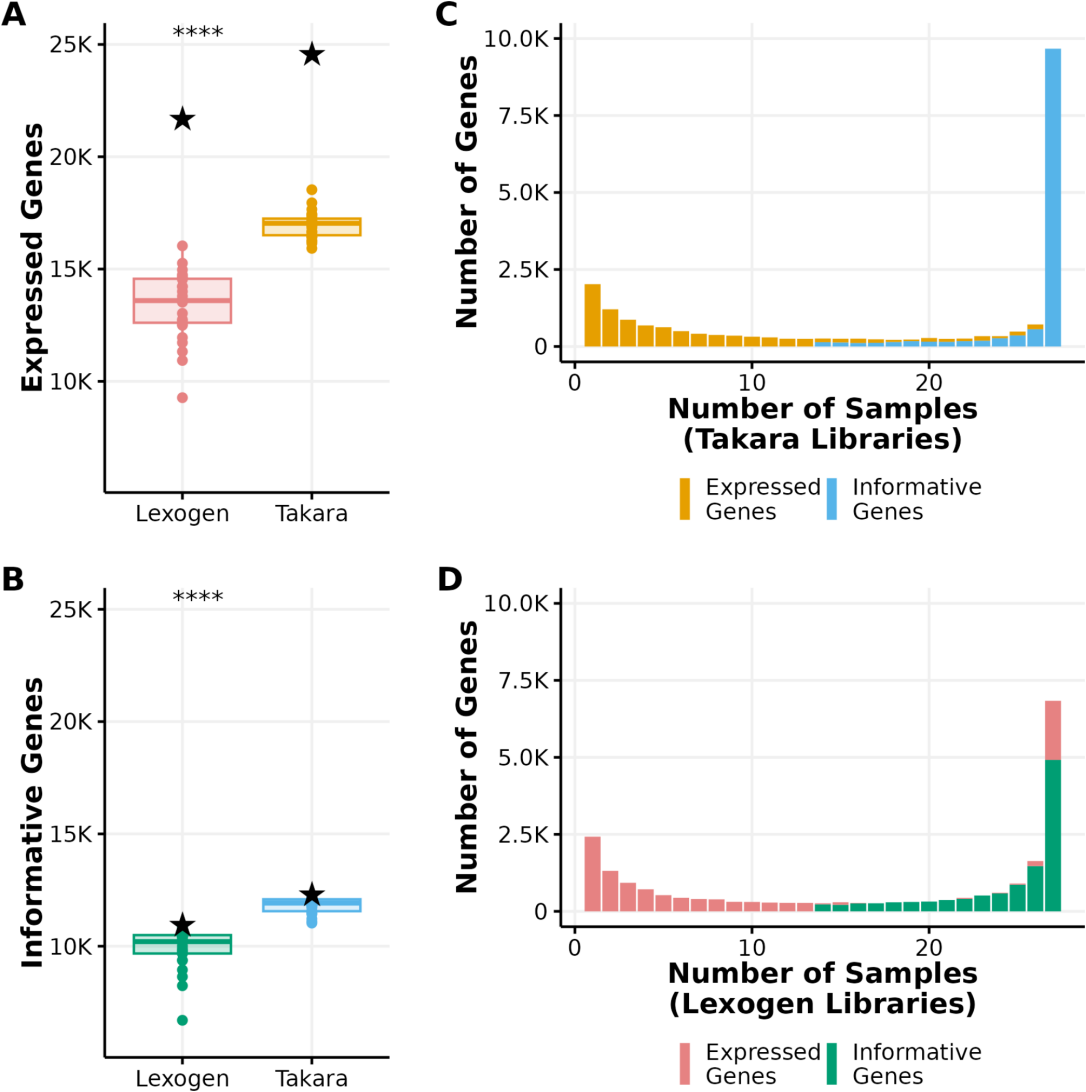
Comparison of expressed and informative genes detected by Takara and Lexogen library preparation kits. (**A**) Boxplots representing the numbers of expressed genes (genes with at least one read mapped) for Takara and Lexogen libraries. Each dot represents a sample, and the black star represents the number of expressed genes identified in the full dataset for each library preparation method. (**B**) Boxplots representing the number of informative genes (genes with at least ten mapped reads in 50% of the samples) for Takara and Lexogen libraries. Each dot represents a sample, and the black star represents the number of informative genes present in at least 50% of the samples identified in the full dataset. (**C**, **D**) Distribution of the number of expressed genes and informative genes captured by *Takara libraries* (**C**) and *Lexogen libraries* (**D**) as a function of the number of individuals in which these genes were identified. (****: p < = 0.0001). The colors in subfigures (**A**) and (**B**) match the colors in subfigures (**C**) and (**D**), respectively

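The times were compared within each kit, with 13 thermoneutral control and 13 heat stress libraries per kit. Both times were available for 12 animals in each kit. The unstranded counts were used, and genes with low counts were removed with filterByExpr, which left 12620 genes for Takara and 11108 for Lexogen. TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were applied to time of sample alone, as in the paper's model, and genes with an adjusted p under 0.05 were called DEGs. The paper used DESeq2 on all genes, which was an alternative here. The median number of reads counted on genes was 11217979 in thermoneutral control and 11695049 in heat stress for Takara, and 10280581 and 9571649 for Lexogen. Animals were followed by number in both times. The median correlation of gene levels between the times of an animal, each centred on its time, was 0.238 in Takara and 0.0158 in Lexogen, against -0.0267 and -0.00106 between different animals. The DEG calling was tested on counts simulated from the mean and spread of each gene. Of the changes added to them, it recovered 170 of 194 (87.6%) in Takara and 73 of 188 (38.8%) in Lexogen.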

When we modeled the heat stress response between samples, Takara enabled us to identify more DEGs than Lexogen. Takara libraries identified 4,821 DEGs (3,142 up-regulated genes (13% of the expressed genes) and 1,679 down-regulated genes (6.8% of the expressed genes)), whereas Lexogen libraries captured only 1,285 DEGs (1,025 up-regulated genes (4.9% of the expressed genes) and 260 down-regulated genes (1.2% of the expressed genes)) (Fig. 4). 

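Takara libraries gave 3646 DEGs, 2325 up-regulated and 1321 down-regulated, and Lexogen libraries gave 616 DEGs, 565 up-regulated and 51 down-regulated. The count in Takara moved most with animal 20 as thermoneutral control, which gave 0 Takara DEGs, with 3804 genes at an unadjusted p under 0.05, and 2 Lexogen DEGs. Tests of all expressed genes, in place of those kept by the filter, gave 4907 Takara and 3273 Lexogen DEGs, of which 1572 Lexogen DEGs were down-regulated. With animal 20 as heat stress, the genes kept by the filter gave 4200 Takara and 821 Lexogen DEGs. With the animal as a block, the genes kept by the filter gave 3163 and 66 DEGs. DESeq2 on all expressed genes gave 4126 and 1006 DEGs. Chosen after seeing the data, DESeq2 with animal 20 as heat stress gave 4821 and 1285 DEGs, which are the paper's numbers. With animal 20 as thermoneutral control, DESeq2 gave 1696 and 169. With the total count on genes as library size, chosen after seeing the data, 1303 Takara DEGs were up-regulated and 2185 down-regulated. Within sample number run 1 there were 2630 Takara and 402 Lexogen DEGs, and within run 2 there were 931 and 0, with 1275 Lexogen genes at an unadjusted p under 0.05.
The named genes are those with the largest log2 fold changes in Takara among the DEGs that went the same way in both kits. Only genes that changed this way in at least 10 of 12 animals in Takara were taken, and genes with a symbol starting with LOC were left out. IL1R2 (chromosome 11, 6690101 to 6729069 of ARS-UCD2.0) rose from 25.8 ± 17.4 to 2009 ± 2167 counts per M (SD, n = 13 each) in Takara libraries. Its log2 fold change was 6.29 (standard error 0.95, adjusted p = 0.000286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it rose in 11 of 12 animals. PTX3 (chromosome 1, 110158197 to 110164262) had a log2 fold change of 6.09 (standard error 0.95, adjusted p = 0.000286 from the same test) and rose in 10 of 12 animals. G0S2 (chromosome 16, 73640793 to 73641725) had a log2 fold change of 4.42 (standard error 0.71, adjusted p = 0.000309 from the same test) and rose in 11 of 12 animals. Of the down-regulated genes, GPR174 (chromosome X, 73131985 to 73171533) fell in 12 of 12 animals, with a log2 fold change of -0.75 (standard error 0.19, adjusted p = 0.00559 from the same test). DYRK2 (chromosome 5, 46117190 to 46156774) and NFE2L3 (chromosome 4, 69748358 to 69782790) fell in 11 of 12 animals each, with log2 fold changes of -0.63 and -0.62 (standard errors 0.17 and 0.19). In Lexogen libraries the log2 fold changes of IL1R2, PTX3, G0S2, GPR174, DYRK2 and NFE2L3 were 5.72, 6.91, 4.70, -0.76, -0.73 and -0.85. These genes changed this way in 9, 10, 9, 11, 9 and 10 of 12 animals in Lexogen. With the animal as a block, all 6 genes stayed under an adjusted p of 0.05 in Takara, and PTX3 alone did in Lexogen. The block also gave smaller changes for IL1R2, PTX3 and G0S2. In the same order of genes, the log2 fold changes were then 4.28, 4.15, 3.27, -0.70, -0.67 and -0.67 in Takara. In Lexogen they were 3.31, 5.46, 3.09, -0.76, -0.80 and -0.70. Of the 29 genes labelled for Takara and the 26 labelled for Lexogen in Fig. 4, 18 and 16 were tested here. All of the tested genes changed towards the labelled side, and 18 and 15 of them were DEGs.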

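The DEGs of both kits that changed in the same direction numbered 583, of which 548 were up-regulated and 35 down-regulated, and 0 genes were DEGs with opposite directions. With all expressed genes tested, 1057 were shared and 102 were DEGs with opposite directions. Another 3063 genes were DEGs in Takara alone and 33 in Lexogen alone. Across the 10834 genes tested in both kits, the log2 fold changes had a Pearson r of 0.757 and a Spearman rho of 0.638, where genes are not independent replicates. Of 100 swaps of the time labels within animals, made alike in both kits, 1 gave an r as large, the real labels included. Both kits used RNA of the same animals, and the median r over the swaps was 0.273. Among the 3306 Takara DEGs that were also tested in Lexogen, 2982 (90.2%) had the same direction there. With 24 RNA samples of both kits in a joint model, 0 of 13354 genes had a time effect that differed between the kits (edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), and 526 had an unadjusted p under 0.05. The same test recovered 175 of 200 simulated differences of 4-fold, and smaller differences were not simulated. The spread of each gene was capped in that simulation, so the recovery in the real libraries may be lower.

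**Figure D2:**
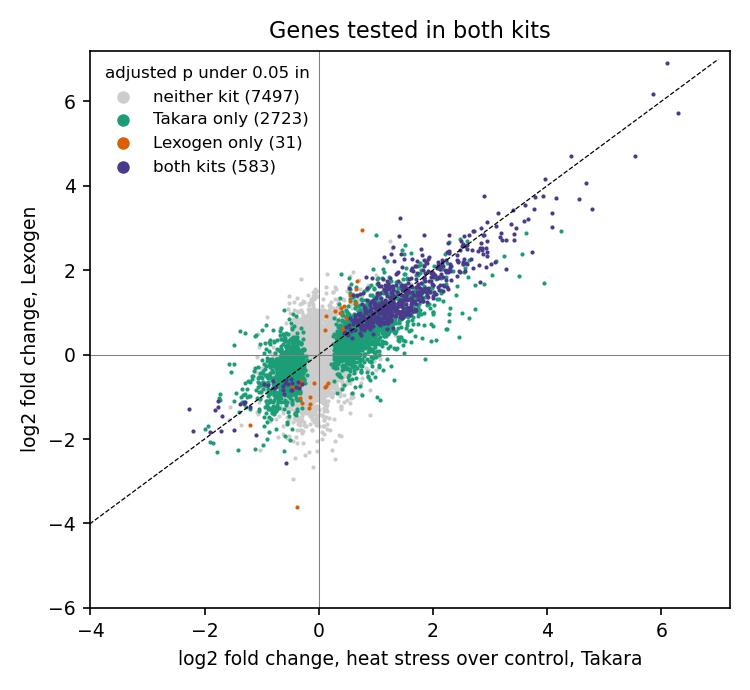
Log2 fold change from thermoneutral control to heat stress in Lexogen libraries against Takara libraries for each of the 10834 genes tested in both kits, coloured by the kits in which the gene was a DEG. The genes lie along a rising band with a Pearson r of 0.757.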

Only 1,095 DEGs were consistently detected using both libraries (964 up-regulated genes and 131 down-regulated). Most of these DEGs had a small effect size as only 179 of the up-regulated genes had $$\,\left|LFC\right|\ge\,1$$ from the Takara libraries and only 47 up-regulated genes and 2 down-regulated genes from Lexogen libraries had $$\,\left|LFC\right|\ge\,1$$ (not shown). 

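The estimated log2 fold change was at least 1 for 984 up-regulated DEGs in Takara and 419 in Lexogen. It was -1 or lower for 139 down-regulated DEGs in Takara and 24 in Lexogen. A test against a log2 fold change of 1 was added after seeing the data, with DESeq2 and Benjamini-Hochberg adjustment. It gave 142 up-regulated and 0 down-regulated genes in Takara, and 31 and 2 in Lexogen.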

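Of the Lexogen DEGs, 97.0% of the up-regulated and 68.6% of the down-regulated genes were also Takara DEGs with the same direction. Of 614 Lexogen DEGs that were tested in Takara, 611 had the same direction there. With DESeq2 on all expressed genes the percentages were 93.5% and 45.3%. With edgeR on all expressed genes they were 55.0% and 7.70%, and 2169 of 2999 Lexogen DEGs that were tested in Takara had the same direction there. With the animal as a block they were 98.0% of 50 and 100% of 16 Lexogen DEGs.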

94% of the upregulated genes and 50% of the downregulated genes captured by Lexogen were also captured by Takara libraries (Fig. 4C).

**Fig. 4:**
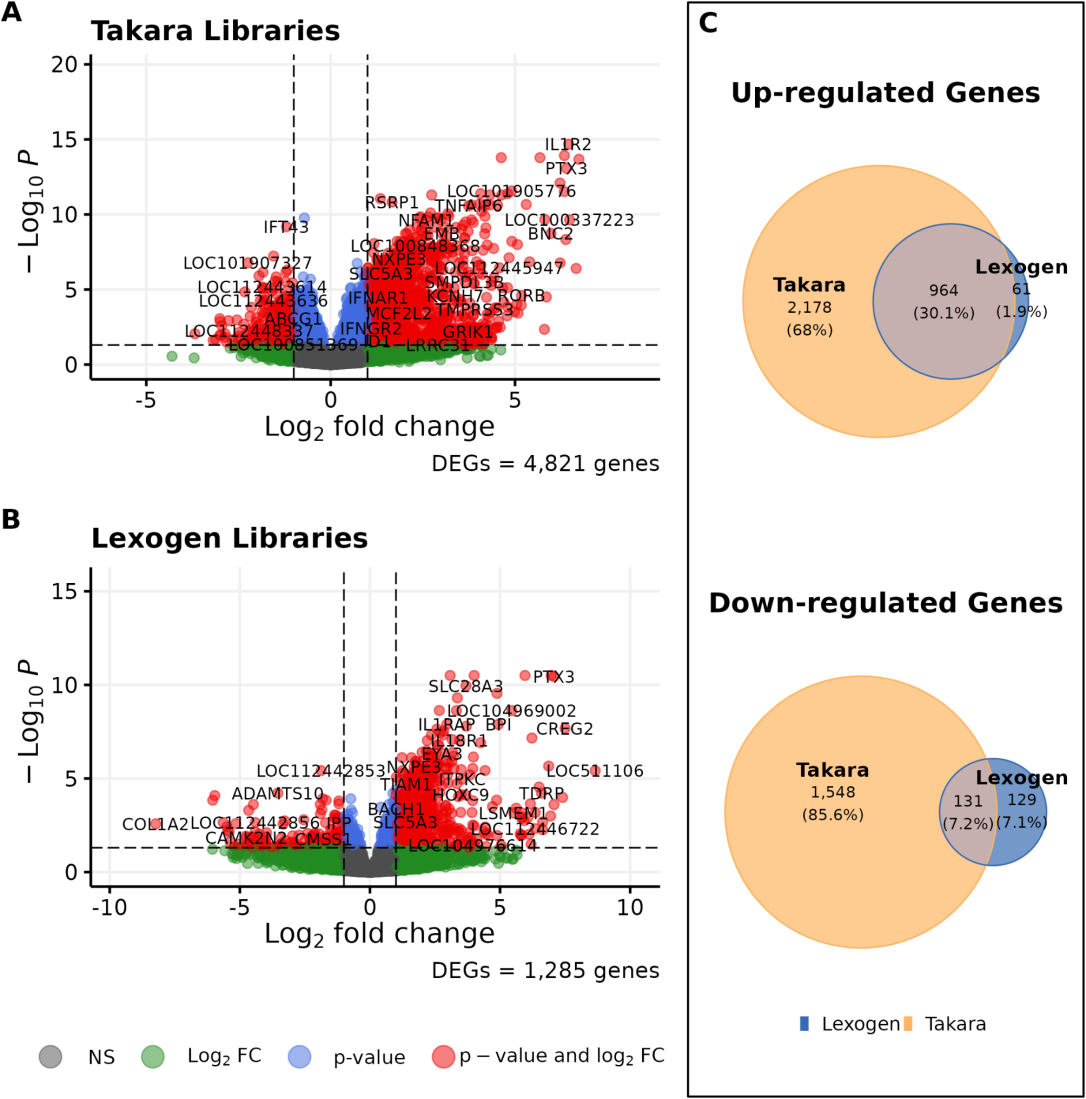
Volcano plots representing the differentially expressed genes of heat-stressed calves using (**A**) Takara libraries and (**B**) Lexogen libraries. The horizontal dashed line represents the adjusted p-value threshold of 0.05; all genes above the line are statistically significant. The vertical dashed lines represent $$\,\left|LFC\right|\ge\,1$$; all genes beyond the vertical lines have moderate-to-high effect size as a response to heat stress. Differentially expressed genes (red dots) are both statically significant and have moderate-to-high effect sizes. (**C**) Number of DEGs detected by both library kits

We called more genetic variants using reads from the Takara libraries than from Lexogen libraries. Also, the more stringent filtering criteria results in less variants, both SNPs and INDELs, compared to the less stringent criteria from both libraries. After variant filtration, we obtained 183,475 and 234,140 SNPs and 19,692 and 34,882 INDELs from Takara libraries using the stringent and less stringent filtering criteria, respectively. By comparison, Lexogen libraries identified 113,762 and 138,380 SNPs and 11,193 and 20,705 INDELs using the two filtering approaches (Fig. 5A). For Takara libraries using the more stringent filtering criteria, 147,643 SNPs (80.5% of the called Takara SNPs) were intragenic (overlapping with 14,953 annotated genes), with the majority (69.3%) of the SNPs overlapping with informative genes (Fig. 5A). This compares with 104,742 SNPs (92.1% of the called Lexogen SNPs) intragenic SNPs (overlapping with 9,842 annotated genes) from Lexogen libraries with the majority (85.2%) of the SNPs overlapping with informative genes (Fig. 5A). For the less stringent filtering criteria, 198,103 SNPs called from Takara libraries (84.6% of the SNPs) were intragenic (overlapping with 15,641 annotated genes), with the majority (75.6%) of the SNPs overlapping with informative genes (Fig. 5A). Compared with 127,085 SNPs (91.8% of the called Lexogen SNPs) intragenic SNPs (overlapping with 10,846 annotated genes) from Lexogen libraries with the majority (84.9%) of the SNPs overlapping with informative genes (Fig. 5A).

When we compared the called variants with known population variants, 131,835 and 144,992 SNPs (61.9 and 71.9% of total SNPs) called from Takara libraries were known true population variants using the more and less stringent filtering, respectively(Fig. 5B). Lexogen libraries called far fewer known variants. These variants represented only 31.5 and 35% of the total number of called SNPs using more and less, stringent filtering (Fig. 5B). This makes Takara libraries much better suited for downstream imputation applications.

From both sequencing libraries, less than 0.5% of the INDELs were known true population variants in the ENSEMBL database. Interestingly, there is minimal overlap in the true population variants called by both sequencing libraries (12.3%), as the majority of known variants are called by Takara libraries (76%). From both libraries, a higher density of SNPs was called near the 3′ end of the gene body, as we would expect given the library preparation approaches (Fig. 5C). However, the location of the reads from both libraries does not exactly match for all expressed genes which explains the incomplete overlap in the true variants called.

**Fig. 5:**
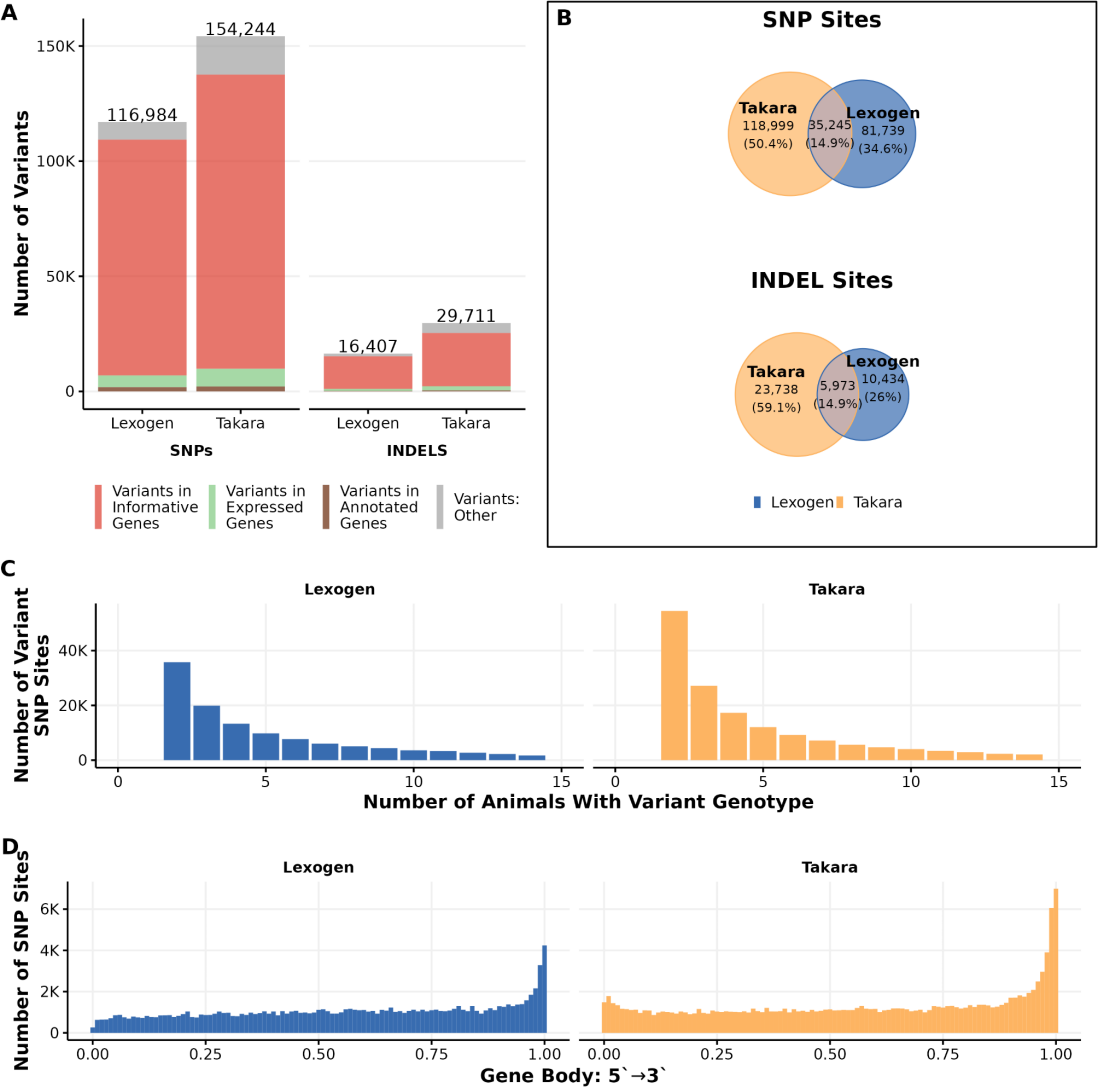
Variant calling results from Takara and Lexogen libraries. (**A**) Bar chart depicting differences in the number and location of variant sites. (**B**) Venn diagrams show the number and percentage of the variants called from the reads of each library preparation approach that are true population variants based on the ENSEMBL known variants GVF file. The two Venn diagrams on the left are when the variants are filtered more stringently (Alternate Allele Depth > = 10), and the two Venn diagrams on the right are when SNPs are filtered less stringently (Depth > 10 and Alternate Allele Depth > = 1). (**C**) A histogram representing the distribution of called intragenic SNPs across the gene body from 5′ → 3′ of the gene

### Identifying an optimal read depth for 3′ mRNA-Seq in molecular phenotyping applications

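The 27 Takara libraries were drawn down by sampling each library's filtered reads without replacement, including reads that were unmapped, multimapped or without a gene. Depths of 0.5, 1, 2, 5, 7.5, 10 and 12 M filtered reads were drawn 10 times each. The paper drew raw reads before mapping, which the deposited counts do not allow. Expressed and informative genes were counted over the 27 libraries at each draw, and DEGs over the 26 libraries with a known time. The paper's asymptotic regression was fitted to the 70 draws of each measure, and the plateau was set at a slope of 1 gene per 10000 reads. On numbers of genes simulated from an asymptotic regression with added noise, the fitted plateau depth was 0.499% off the true depth. The simulated and the fitted curve had the same shape, so this does not test whether that shape holds for the real draws.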

After identifying Takara as the superior library preparation approach, we performed a series of read number-downsampling iterations to determine the optimal sequencing depth that balanced capturing expression variability while minimizing costs. The unique mapping rate and filtering rate were the same across all downsampling iterations, as it is driven by sample quality rather than read number. (Supplementary Figure S2 A, B). However, the number of expressed and informative genes per sample increased with sequencing depth (Supplementary Figure S2 C, D). 

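The mean number of expressed genes per Takara library was 11092 at 0.5 M reads, 15214 at 5 M, 16227 at 10 M and 16470 at 12 M. Genes with at least 10 counts rose from 4186 per library at 0.5 M reads to 10207 at 5 M, 11577 at 10 M and 11916 at 12 M.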

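Over all 27 Takara libraries, 18250.4 genes were expressed at 0.5 M reads per library and 24045.7 at 12 M, as means of 10 draws. Informative genes rose from 4106.4 to 11860.6 over the same depths. From 10 to 12 M reads, 1 more expressed gene was gained per 8425 reads and 1 more informative gene per 6020 reads.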

The number of expressed genes and informative genes captured by all replicates increased exponentially as the sequencing depth increased (Fig. 6A, B). 

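The asymptotic regression reached the slope of 1 expressed gene per 10000 reads at 7880482 reads per library (SD 102433 over the 10 draws fitted separately), where it gave 23615 genes. Its upper limit was 23851 genes, and 24607 genes were expressed in the full data. At 12 M reads, the draws held 236 more genes than the fitted curve. At 1 gene per 10000 reads, the alternative that moved the plateau most was a hyperbola in place of the asymptotic regression. It was chosen after seeing the data and reached this slope at 10015498 reads. The asymptotic regression reached a slope of 1 gene per 5000 reads at 6.24 M reads.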

For expressed genes, asymptotic regression models plateau at 7,993,318 reads per sample, capturing 23,605 predicted expressed genes (turquoise dot in Fig. 6A). For informative genes, the model starts to plateau at 8,357,463 reads per sample, capturing 11,137 predicted informative genes (turquoise dot in Fig. 6B). 

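The fitted curve for informative genes reached the same slope at 8193446 reads per library (SD 32404 over the 10 draws), where it gave 11337 genes. Its upper limit was 11558 genes, 955 below the number in the full data. At 12 M reads, the draws held 342 more informative genes than the curve. With over 10 counts in place of at least 10, the plateau lay at 8324937 reads with 11169 genes, and with a hyperbola it lay at 11448733 reads. The asymptotic regression left 8.80 times the residual sum of squares of the hyperbola, and 6.54 times for expressed genes.

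**Figure D3:**
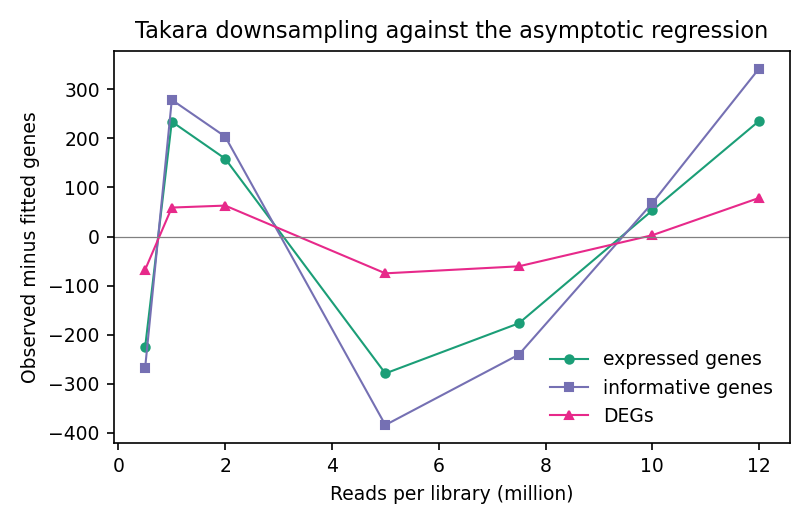
Mean over 10 draws minus the fitted asymptotic regression (genes) at each depth (M reads per library), for expressed genes, informative genes and DEGs. The points lie below the curve at 5 and 7.5 M reads and above it at 12 M.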

The model begins to plateau at 6,565,915 reads per sample for DEGs, capturing 4,297 DEGs (turquoise dot in Fig. 6C) out of 4,821 DEGs captured by the whole dataset. 

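For Takara DEGs the plateau lay at 5977089 reads per library (SD 152419 over the 10 draws), where the curve gave 3152 DEGs, and DESeq2 on all expressed genes placed it at 6197413 reads with 3671 DEGs. The number of DEGs rose from 1218.9 at 0.5 M reads to 3466.1 at 12 M, which was 95.1% of the number at full depth. From 10 to 12 M reads, 1 more DEG was gained per 18886 reads.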

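From its plateau to the paper's full number of 12601460 reads, the curve for edgeR's DEGs gave 240 further DEGs. Its upper limit lay 233 DEGs below the number at full depth. With DESeq2 on all expressed genes, the curve gave 238 further DEGs.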

The model predicted that using the full number of reads generated (12,601,460) would only capture an additional 235 DEGs.

The depth of sequencing also affected the number of variants that we were able to call from 3′ mRNA-Seq reads. Unlike gene expression, the number of filtered variants did not plateau at any sequencing depth, including at the full 12.5 M reads per sample (Fig. 6D, E). We could not call variants at higher sequencing depth as only nine samples had a sequencing depth ≥ 20 M, and only two samples had ≥ 30 M reads. As expected, our analysis showed that the number of samples is as important as the number of reads in accurately calling variants. Using our limited dataset, the asymptotic regression model extrapolates the plateau to be around 83,685,731 reads per sample for calling SNPs and 45,168,229 reads per sample for calling INDELs; however, extrapolation of regression models beyond the range of observed data should be approached with caution, as the reliability of predictions in these regions is often questionable. Using the optimal sequencing depth identified for identifying expressed and informative genes 8 million reads per sample), we called 93,915SNPs and 9,725 INDEL in the dataset. This represented 51.2% and 49.5% of total SNP and INDELs called with the complete dataset, respectively.

**Fig. 6:**
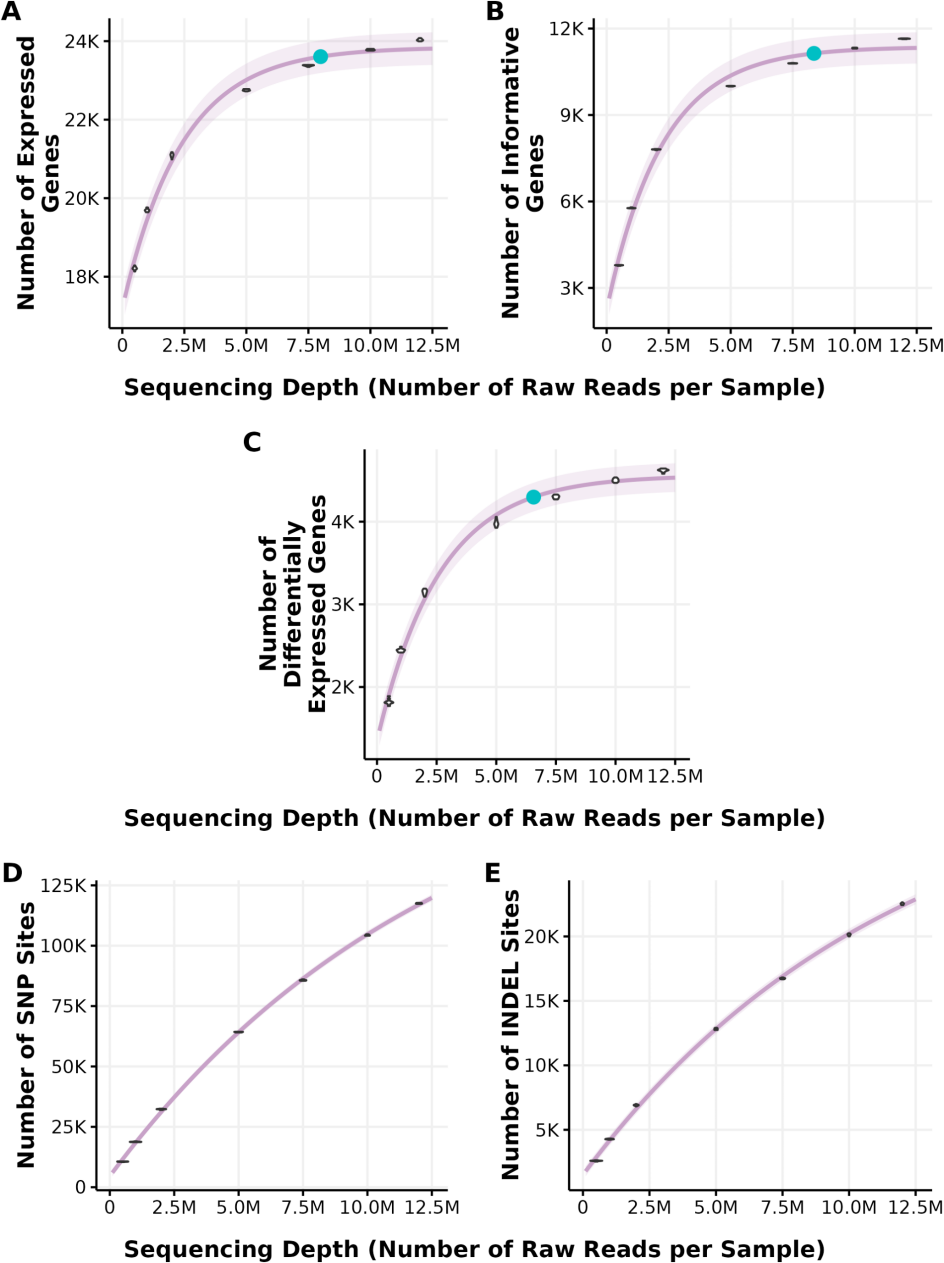
The effect of sequencing depth on capturing expressed genes, informative genes, DEGs, and variants. Each sequencing depth downsample consisted of ten repetitions (a cluster of 10 points from the downsampling subsets). Lilac lines are non-linear asymptotic regression models; each parameter was fit to a regression model independently. Turquoise dots represent the start of the plateau, defined by a slope of 0.0001, representing a gain of 1 gene/variant when increasing the sequencing depth by 10,000 reads per sample. (**A**) Number of expressed genes as a function of sequencing depth per sample. (**B**) Number of informative genes (expressed genes with at least 10 reads mapped to in at least 50% of the samples) as a function of sequencing depth per sample. (**C**) Number of differentially expressed genes (DEGs) as a function of sequencing depth per sample. (**D**) Number of SNPs called as a function of sequencing depth per sample. (**E**) Number of INDELs called as a function of sequencing depth per sample

## Discussion

Our study demonstrates the potential of using 3′ mRNA sequencing (3′ mRNA-Seq) as a cost-effective method for molecular phenotyping in cattle. We primarily focus on identifying superior library preparation kits and optimizing sequencing depth to balance information content and cost. Our findings indicate that the Takara SMART-Seq v4 3′ DE library preparation kit outperforms the Lexogen QuantSeq kit across various metrics, including the number of quality reads, expressed genes detected, informative genes detected, DEGs identified, and intragenic variants called. The lone area where the Lexogen approach outperformed Takara was in the proportion of uniquely mapped reads that survived filtering. There was a wider range of mapping rates in the Takara samples, which was mostly caused by a high percentage of reads too short to be mapped (5–15% of total filtered reads). We could not rule out the effect of different cDNA concentration pooled for sequencing on the quality and amount of the sequenced reads as Takara and Lexogen libraries were pooled with slightly different cDNA concentrations.

Overall, this cost-effective 3′-biased approach to sequencing can both increase sample sizes in differential gene expression analysis & eQTL studies and enable population-level molecular phenotyping. We anticipate that gene expression phenotypes may be useful as high-dimensional indicators for other hard-to-measure traits in cattle, such as methane emissions, metabolic efficiency, reproductive predisposition, or disease susceptibility. However, these 3` mRNA-Seq technologies have limitations such as the inability to capture alternative splicing events. Similar to total mRNA-Seq, 3` mRNA-Seq is also incapable of capturing intergenic polymorphic sites which reduces its power in eQTL analysis and similar analyses in the absence of truth set of population haplotypes.

In this work, we primarily evaluated 3` mRNA-Seq library preparation approaches and optimal sequencing depth by the number of informative genes detected. We defined informative genes as those with at least ten mapped counts that were detected in at least 50% of the samples. While detecting all expressed genes is important, this core set of genes will be necessary for extrapolating latent phenotypes across the wider population. 

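In sample number run 1, Takara libraries had 1613 more genes with at least 10 counts than Lexogen libraries (two-sided permutation test, p = 0.00098). In run 2 they had 1363 more (permutation test, p = 0.00024). From the numbers of reads, expressed genes, informative genes, DEGs and variants, the paper concludes that the Takara kit outperforms the Lexogen kit.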

We found that Takara libraries captured a significantly greater number of informative genes compared to Lexogen libraries. In the DEGs analysis, Takara libraries identified 74% more DEGs compared to Lexogen libraries. 

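Takara gave 5.92 times as many DEGs as Lexogen, and the difference was 83.1% of the Takara number. The ratio depended on the setting. There were 4907 Takara and 3273 Lexogen DEGs with all expressed genes tested, and 3163 and 66 with the animal as a block. With equal filtered reads in every library, the mean over 10 draws was 3199.3 Takara and 648.6 Lexogen DEGs. The median standard error of a log2 fold change was 0.17 in Takara and 0.41 in Lexogen.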

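The union of the DEGs of both kits held 3679 genes, and the DEGs of Lexogen alone were 0.897% of it and 5.36% of the Lexogen DEGs. Of these 33 genes, 31 were also tested in Takara. With DESeq2 on all expressed genes, 157 genes were DEGs in Lexogen alone, 3.67% of the union and 15.6% of the Lexogen DEGs. With edgeR on all expressed genes they were 2114, 30.1% of the union.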

Of the total number of DEGs identified by both methods, the Lexogen libraries identified only 14% of DEGs that were not also identified by Takara. In addition to the comparative performance of the library preparation kits, our analysis of the sequencing depth revealed that the Takara SMART-Seq v4 3′ DE library preparation kit’s sensitivity to capture expressed genes and informative genes from cattle whole blood saturates at a sequencing depth of around 8 million reads per sample. We observed that increasing the read depth beyond 8 million reads provided only marginal gains in the recall of gene expression metrics, suggesting a point of diminishing returns in terms of cost versus data richness. In contrast, *Xiong et al.* found that the sensitivity of the 3′ mRNA-Seq library to detect expressed genes saturates at 2–3 million reads per sample from human primary cardiomyocyte cell lines [24]. That said, the optimal sequencing depth is likely species- and tissue-specific, reflecting transcription activity in different types of cells and organisms.

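At 7.5 M reads, the draws recalled 95.1% of the expressed genes, 88.0% of the informative genes and 83.3% of the DEGs of the full Takara data. At 10 M reads the recall was 96.8%, 92.1% and 88.1%, and at 12 M reads it was 97.7%, 94.8% and 91.5%. The recall of DEGs was 30.0% at 0.5 M reads. The share of called DEGs that were also DEGs in the full data rose from 89.8% at 0.5 M to 96.3% at 12 M reads. From the small gains in recall at higher depths, the paper proposes that deeper sequencing gives diminishing returns.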

The ability to call variants from 3′ mRNA-Seq reads also demonstrated a strong dependence on library preparation method, filtering stringency, sequencing depth, and number of samples. Reads from these samples would certainly be adequate for assigning parentage, and likely for performing accurate genotype imputation for intergenic regions when adequate reference panels are available. Further work that directly evaluates the impacts of these variables on imputation accuracy is forthcoming, but outside the scope of this paper. Our results in a small set of animals showed that while gene expression metrics plateaued at lower read depths, variant identification continued to benefit from increased sequencing depth without reaching an apparent plateau within the range tested. Further sequencing would likely result in greater proportions of gene bodies to be sequenced, resulting in more variants.

Our study highlights the importance of carefully optimizing sequencing protocols to balance cost and data quality. Using 3′ mRNA-Seq with the Takara SMART-Seq v4 3′ DE kit offers a promising approach for large-scale molecular phenotyping in livestock, providing sufficient data quality at a substantially lower cost than whole transcriptome sequencing. Using fractional quantities of reagents for library preparations could provide even further reductions in cost. This approach enables the capture of large-scale gene expression data and may also facilitate genotype imputation, thereby enhancing the utility of molecular data in genetic evaluations and breeding programs.

## Conclusion

In conclusion, we show that 3′ mRNA-Seq is a cost-efficient (<$25/sample) approach to studying and representing complex traits in cattle through phenotyping by gene expression. In our samples, the Takara SMART-seq v4 library was superior to the Lexogen QuantSeq library in capturing expressed, informative, and DEGs, as well as calling sequence variants. We have also shown that 8 million reads per sample effectively capture most of the inter-sample variation in gene expression with a marginal increase in the number of expressed genes with increasing read depth.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

Gene expression reads and associated metadata have been deposited in the Gene Expression Omnibus as GEO project GSE272596.

## Abbreviations

DEGs: Differentially Expressed Genes
FP: False Positive
FN: False Negative
GATK: Genome Analysis Toolkit
GO: Gene Ontology
INDEL: Insertions/Deletions
MAF: Minor Allele Frequency
SNP: Single Nucleotide Polymorphism
TP: True Positive

# Supplementary material for: Optimizing Cost-Effective gene expression phenotyping approaches in cattle using 3′ mRNA sequencing
**Source:** BMC Genomics. 2025 Apr 16;26:379. doi: 10.1186/s12864-025-11571-4
**Supplement:** Supplementary file 5 — Supplementary Material 5

Optimizing Cost-Effective Gene Expression Phenotyping Approaches in Cattle Using 3*′* mRNA Sequencing

Ruwaa I. Mohamed^1^, Taylor B. Ault-Seay^2^, Sonia Moisa^2^, Jonathan Beever^1,2^, Agustín G. Ríus ^2^, Troy Rowan^1,2,*^

# Supplementary Figures

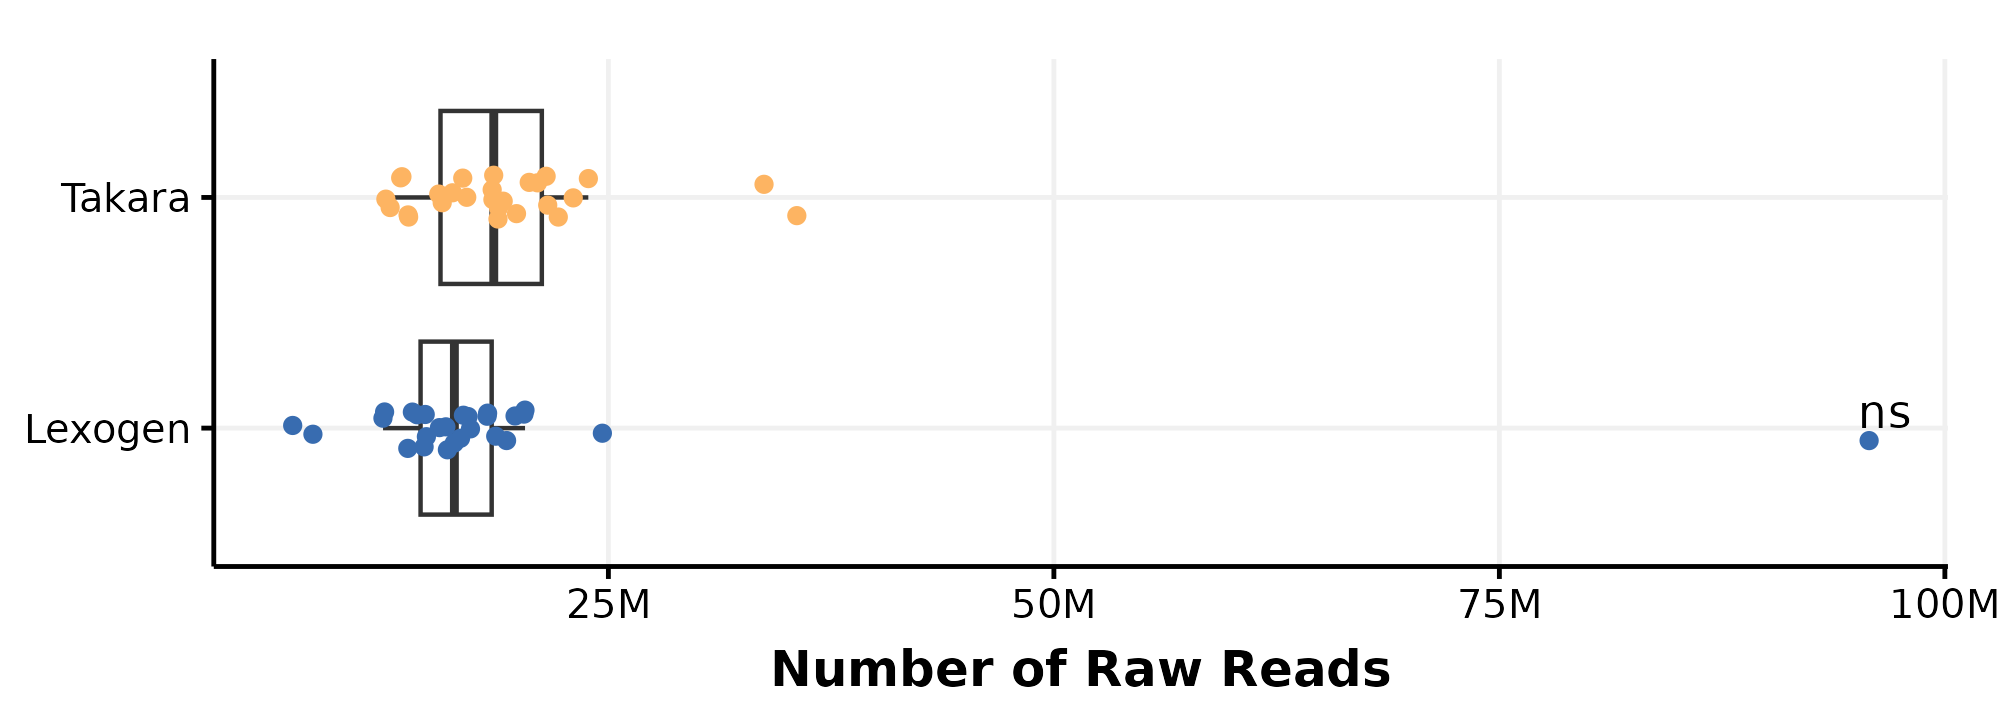

***Figure S1:*** *Number of raw reads obtained from sequencing with Takara and Lexogen 3′ mRNA-Seq library kits (p-value = 0.9761). We obtained a median of 18.6 M (range: 12.5 M - 35.6 M) from Takara libraries (top) and 16.4 M (range: 7.3 M - 95.7 M) raw reads per sample from Lexogen libraries (bottom).*

*
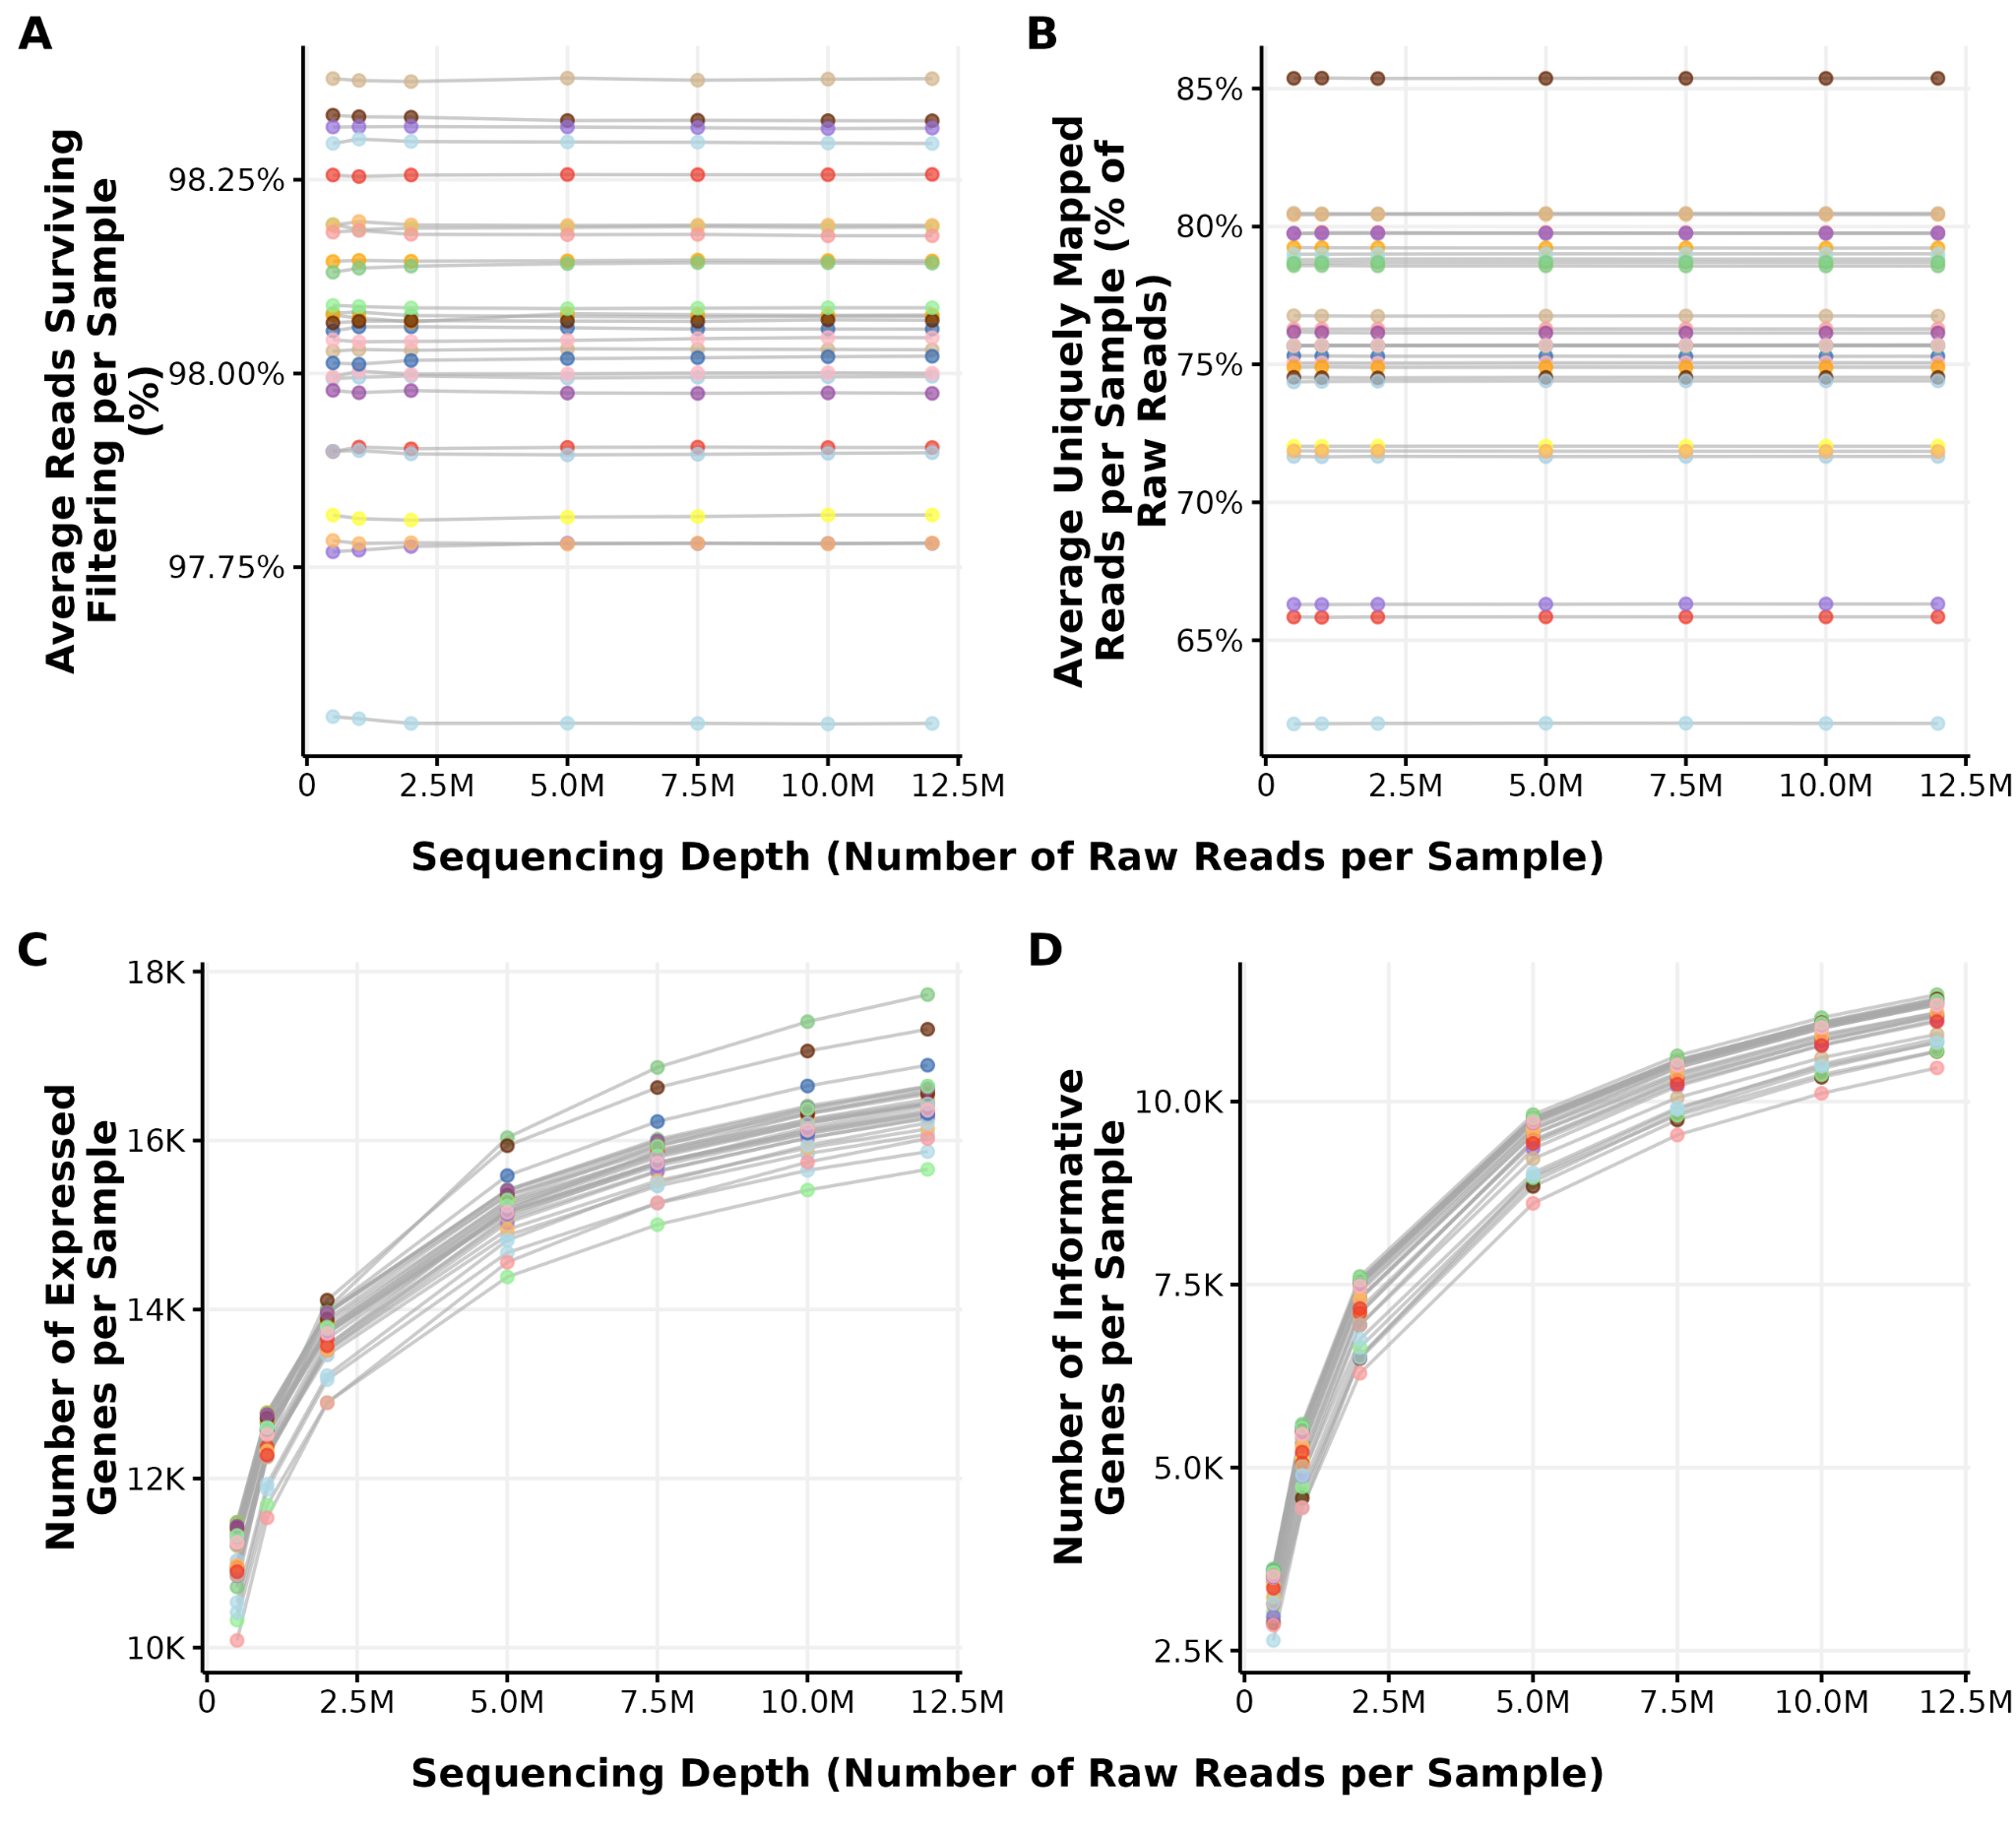
*

***Figure S2:*** *Effect of sequencing depth for Takara libraries on per-sample metrics. Each line represents a sample, and each dot is the average of ten replicates. Each color represents one animal. (A) Average read filtration rate (%) as a function of the number of raw reads per sample. (B) Per sample average uniquely mapped read (% of raw reads) as a function of the number of raw reads per sample. Both the filtering rate and mapping rate are entirely dependent on the sample and the quality of the sample (handling, extraction protocol, library preparation, sequencer, etc.) and independent of the sequencing depth. (C. D) Number of expressed genes (C) and informative genes (D) per sample as a function of sequencing depth (Number of raw reads per sample). Both metrics are dependent on the sequencing depth, similar to Figure 6.*

*
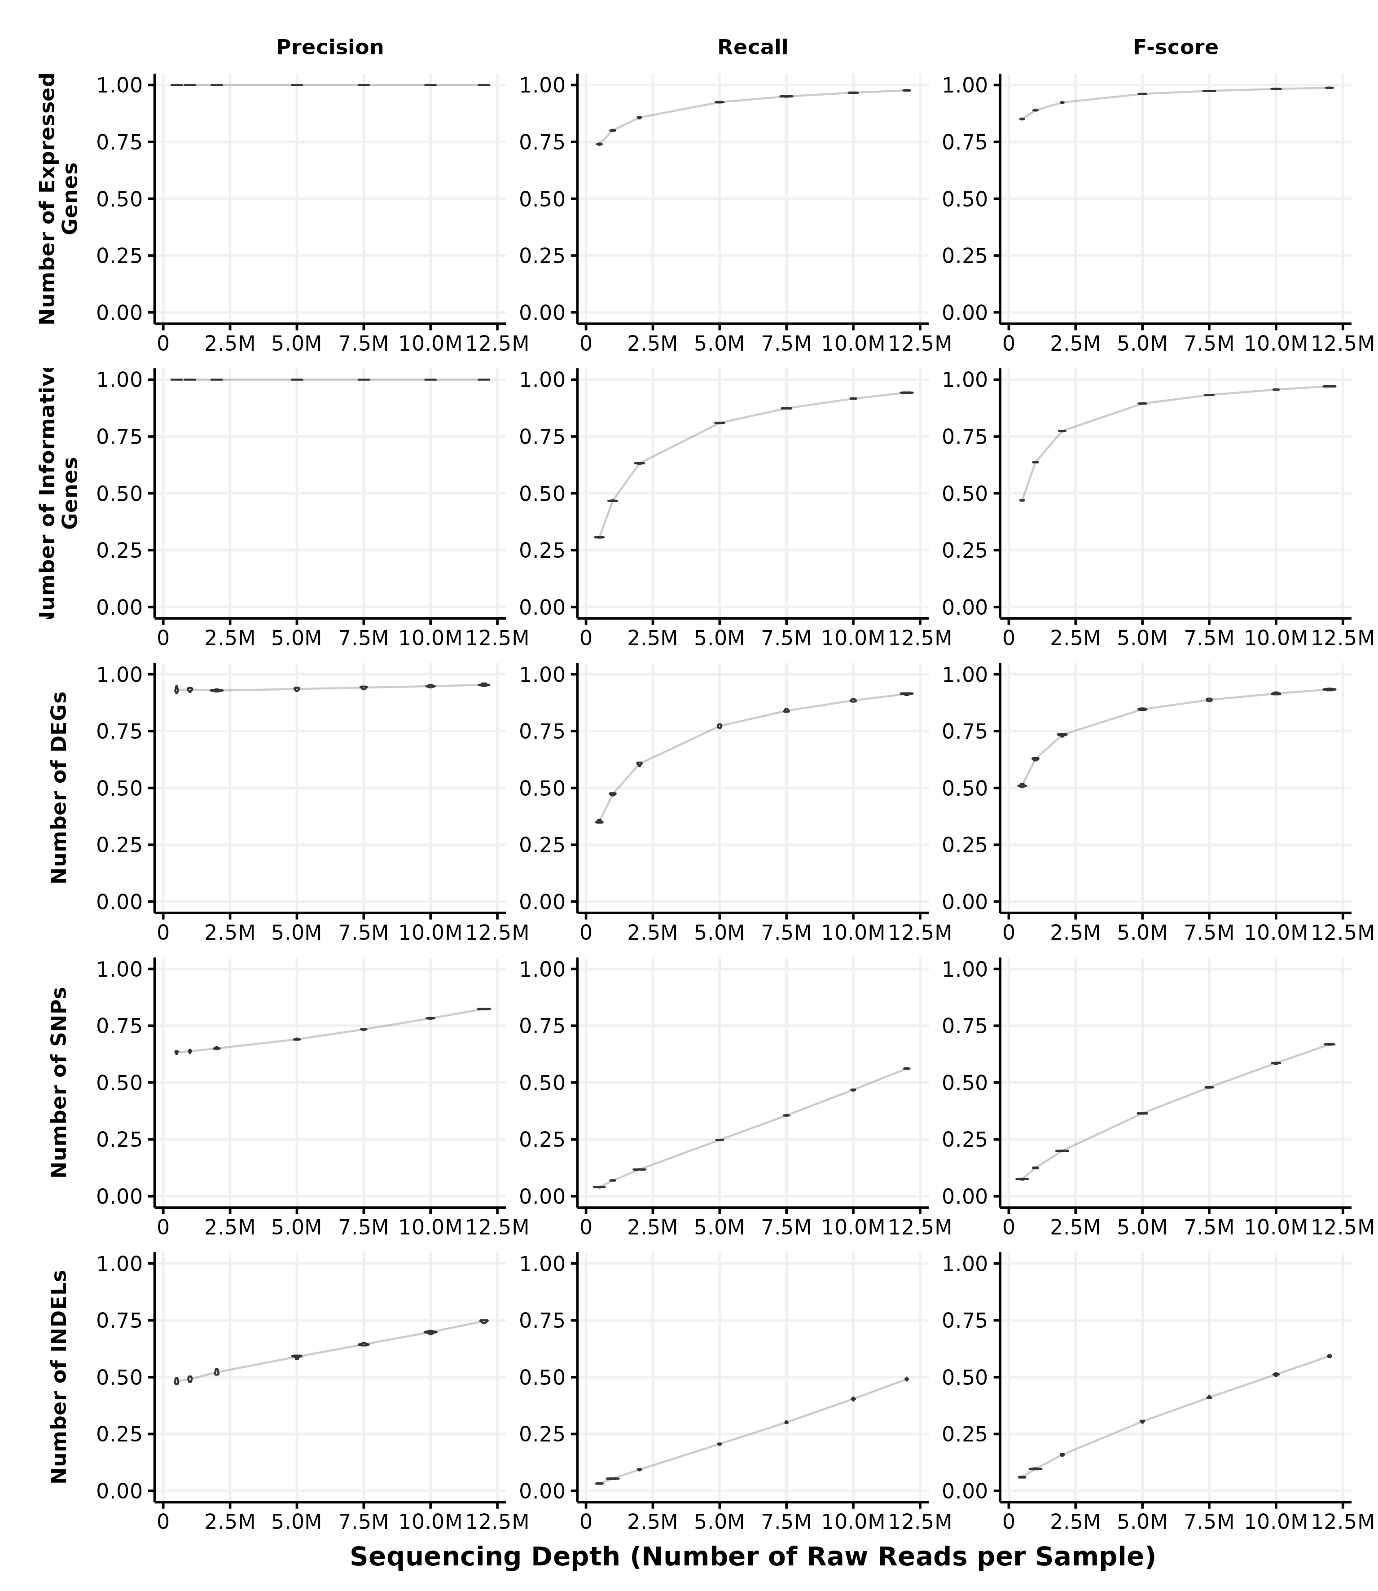
*

***Figure S3:*** *Precision (first column), Recall (second column), and F-score (third column) for expressed genes (first row), informative genes (second row), differentially expressed genes (DEGs)(third row), SNPs (fourth row), and INDELS (fifth row) as a function of sequencing depth (number of reads per sample).*

*
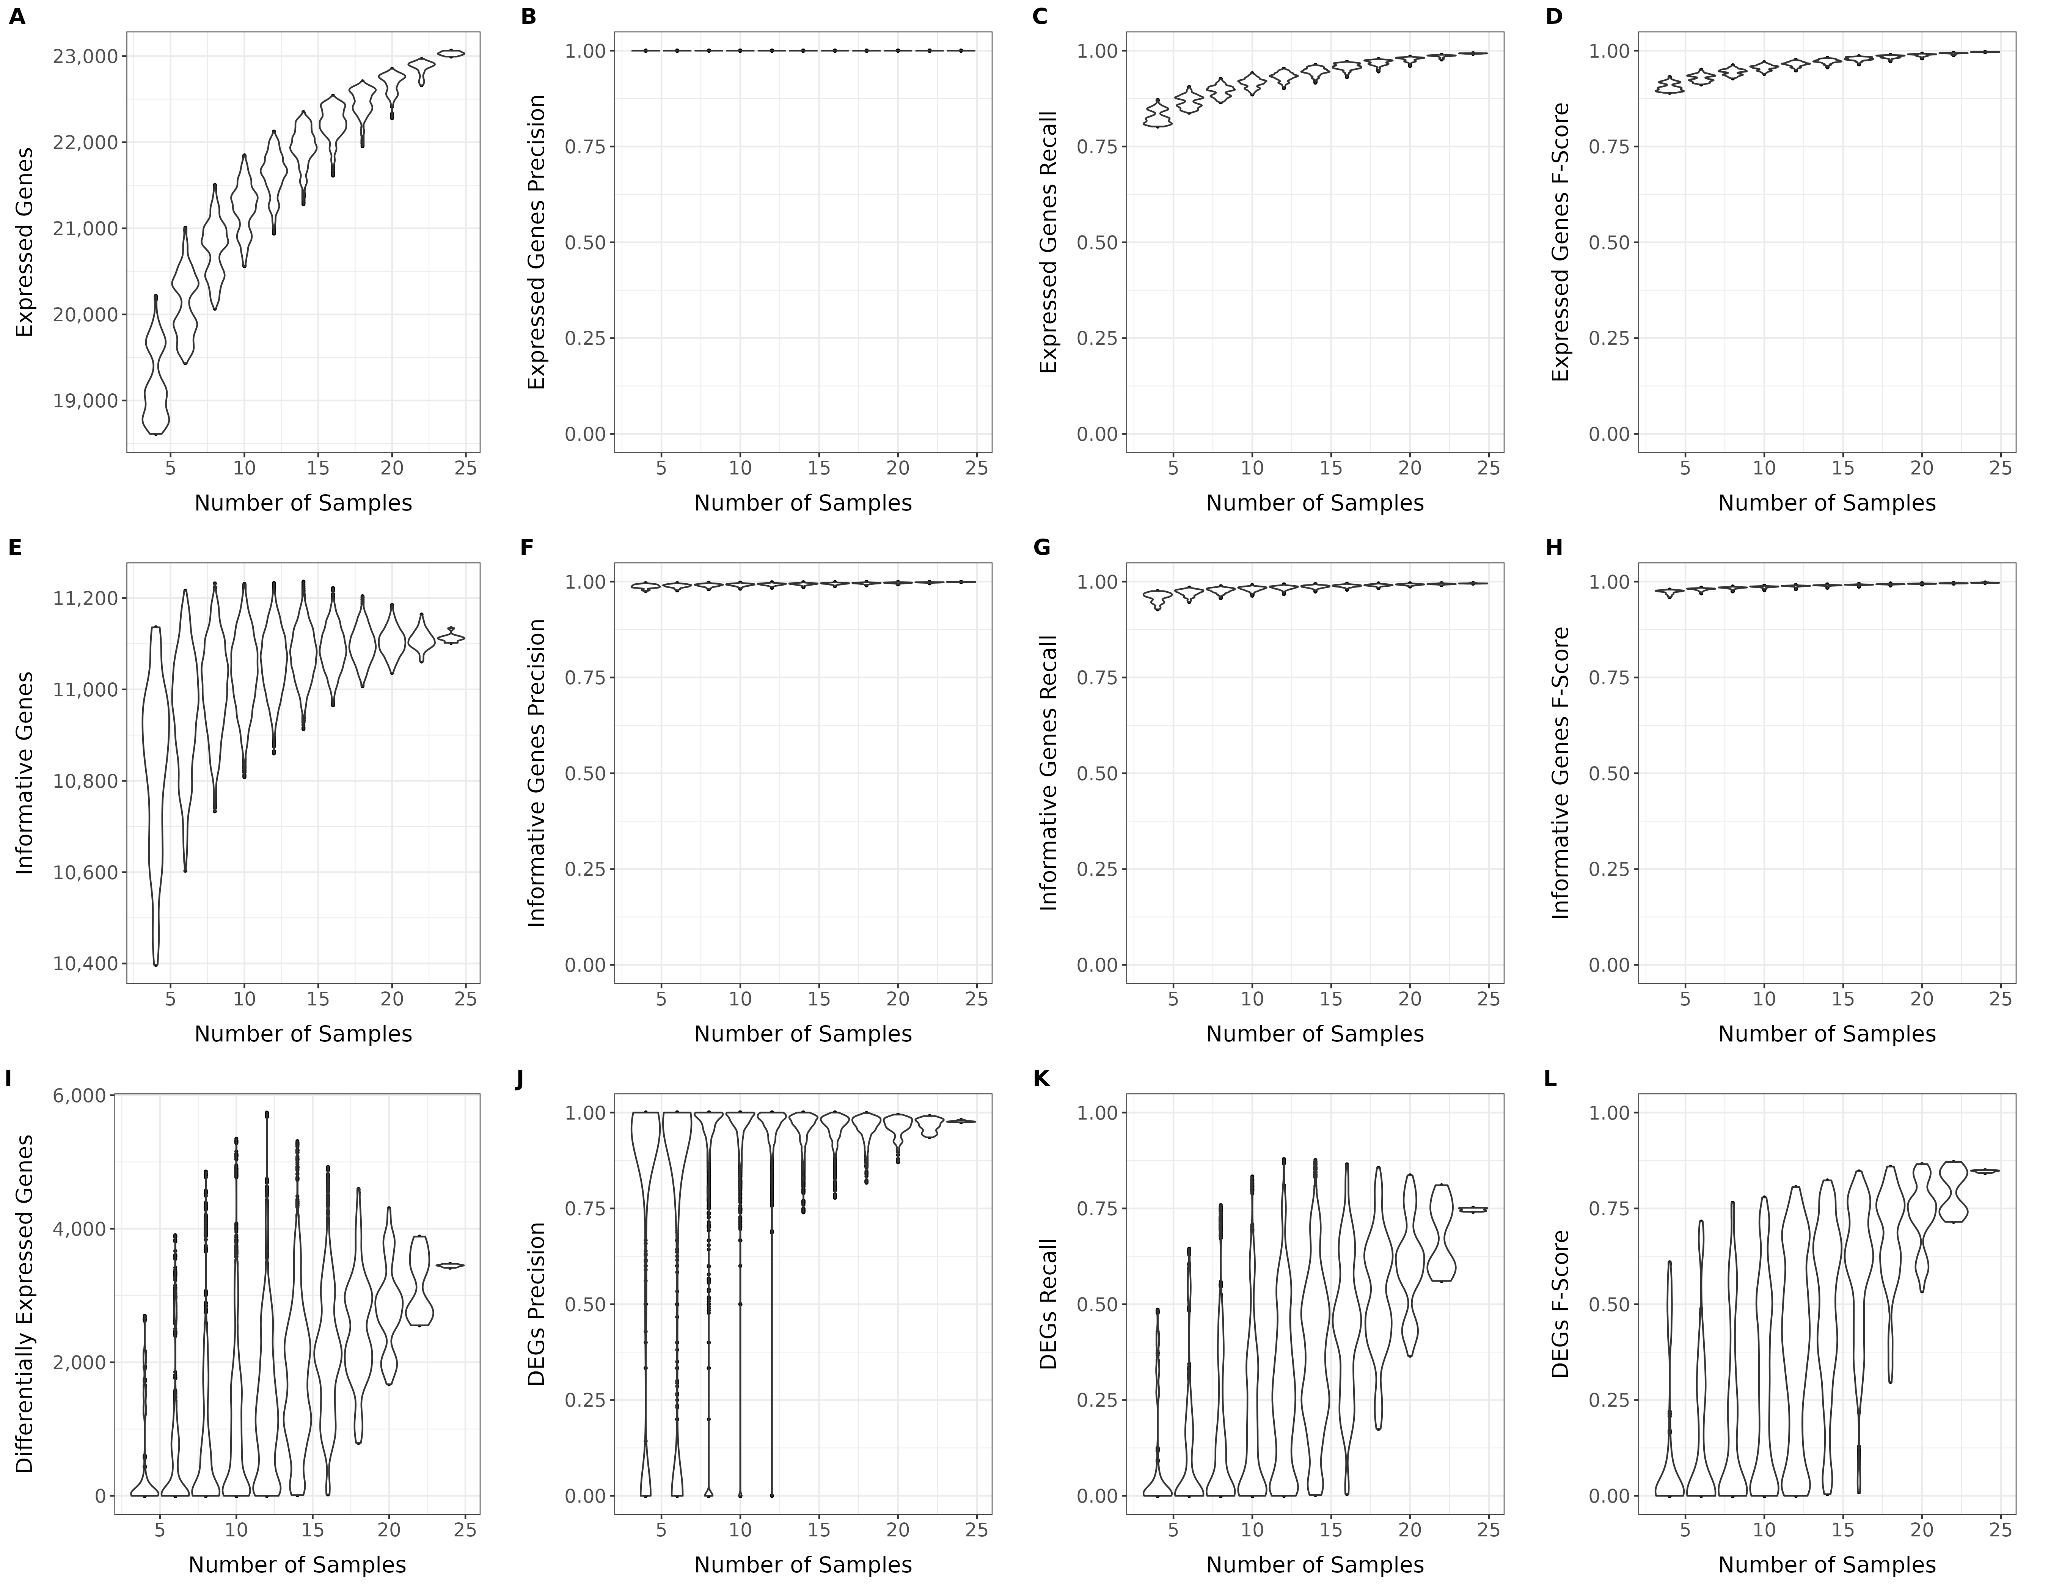
*

***Figure S4****: Effect of sample size on the number of expressed genes (A-D), informative genes (E-H), and differentially expressed genes (I-L).*

# Supplementary Tables

***Table S1:*** *Study design of the 3′ mRNA-Seq libraries used to sequence 29 biological samples representing 15 calves before and after exposure to heat stress for 12 hours. There are 27 samples sequenced with the Takara library and 27 samples sequences with the Lexogen library.*

| Calf | Thermoneutral control | Heat stress |
| --- | --- | --- |
| 1 | Takara & Lexogen | Takara & Lexogen |
| 2 | Takara | Takara & Lexogen |
| 3 | Takara & Lexogen | Takara & Lexogen |
| 4 | Takara & Lexogen | Takara & Lexogen |
| 5 | Takara & Lexogen | Takara |
| 6 | Takara & Lexogen | Takara & Lexogen |
| 7 | Takara & Lexogen | Takara & Lexogen |
| 8 | Takara & Lexogen | Takara & Lexogen |
| 9 | Takara & Lexogen | --- |
| 10 | Lexogen | Takara & Lexogen |
| 11 | Takara & Lexogen | Lexogen |
| 12 | Takara & Lexogen | Takara & Lexogen |
| 13 | Takara & Lexogen | Takara & Lexogen |
| 14 | Takara & Lexogen | Takara & Lexogen |
| 15 | Takara & Lexogen | Takara & Lexogen |

How the deposited data were processed for this re-analysis (not part of the article)

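Whole blood RNA of 15 Holstein calves was sampled before (thermoneutral control) and after 12 h of heat stress and sequenced with the Takara SMART-Seq v4 3′ DE kit and the Lexogen QuantSeq 3′ kit. The deposited data hold 54 libraries, 27 per kit, from 29 RNA samples. The conditions were taken from the sample labels and checked against the paper and Supplementary Table S1. The sources disagreed on the time of animal 20, which has 1 library per kit, so these 2 libraries were left out of the time comparison, and both assignments were run as alternatives. The sample numbers form 2 runs, with 29 libraries of 8 animals and 25 libraries of 7 animals and a wide gap between them, which were treated as a possible batch.

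The authors trimmed and filtered the forward reads with Trimmomatic, mapped them to ARS-UCD2.0 with STAR and counted uniquely mapped reads per gene. The values are raw counts without normalization, in an unstranded, a sense and an antisense column, for 32637 genes. Above the genes stand 4 totals, of unmapped, multimapped, featureless and ambiguous reads. The sum of the unstranded column was taken as the number of filtered reads. The column that the authors analysed is not named in the paper's text. The unstranded column was used here. Raw reads, the share of reads removed by filtering, and the variant calls were not analysed here. Of the gene IDs, 30271 matched a symbol in the ARS-UCD2.0 annotation, from which positions were taken.

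Filtered reads per library ranged from 12210387 to 34976807 for Takara and from 7126511 to 93690473 for Lexogen, and counts on genes from 5140595 to 20699030 and from 4516761 to 58521751. The median standard error of a log2 fold change was 0.17 for Takara and 0.41 for Lexogen. Standard errors were calculated back from edgeR's quasi-likelihood test, as the absolute log2 fold change over the square root of its F statistic. The reads carry no molecular identifiers, so counts are not independent molecules.

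Libraries of the kits were compared with two-sided permutation tests of the difference in means with 100000 resamples, and within RNA samples with random sign changes of the 25 paired differences. Benjamini-Hochberg adjustment covered the 12 measures. Expressed genes had at least 1 count, and informative genes had at least 10 counts in at least 50% of the libraries of the kit. Reads were drawn down without replacement to equal filtered reads (7126511 per library), equal reads on genes (4516761), equal reads on genes other than the 16 rRNA genes (3122583) and equal sense reads on genes other than rRNA (3022263), with 10 draws each.

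The times were compared with edgeR 4.0.16, after filterByExpr with its defaults and TMM normalization, with a quasi-likelihood test of time alone and an adjusted p under 0.05. Counts of shared DEGs required the same direction in both kits. The interaction of kit and time was tested in the same way in RNA samples with libraries of both kits, with the RNA sample as a block. Whether animal numbers pair the libraries was checked by the correlation of centred gene levels between times, which was above 0.1 in 11 of 12 animals in Takara and 2 of 12 in Lexogen. The animal was not a block in the main model, as in the paper, and was run as a block as an alternative. Whether libraries of both kits belong to the same RNA was checked with the 300 most variable genes, where the best matching Lexogen library came from the same animal for 25 of 25 RNA samples and from the same RNA sample for 23 of 25. Over 12122 genes, the best match came from the same animal for 18 and from the same RNA sample for 17 of 25.

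The gene lists, written before the data were examined, were heat shock, circadian clock, glucocorticoid response, neutrophil, T cell, B cell, monocyte, platelet, erythroid and interferon response, and were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it. Benjamini-Hochberg adjustment covered 20 tests, 10 lists in 2 kits. The named genes were the 3 with the largest positive and the 3 with the largest negative log2 fold change in Takara. They were taken from DEGs with the same direction in both kits that have a symbol not starting with LOC. These DEGs also had to change in that direction in at least 10 of the 12 Takara pairs. This rule left 335 up-regulated and 11 down-regulated genes to choose from. The genes labelled in Fig. 4 were checked as counts.

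Downsampling of Takara libraries drew 0.5, 1, 2, 5, 7.5, 10 and 12 M filtered reads 10 times each. The curves were fitted with the asymptotic regression of R 4.3.3 (SSasymp), and the plateau was set at a slope of 1 gene per 10000 reads.

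The steps were tested on simulated data. Of changes added to simulated counts, edgeR recovered 87.6% in Takara and 38.8% in Lexogen. With the animal as a block it recovered 81.4% and 30.9%, and DESeq2 recovered 88.5% and 51.5%. The simulated counts held no difference between animals, so they cannot show a gain from the block. Calls of unchanged genes were 6.59% of edgeR's and 12.4% of DESeq2's calls in Takara. A list with added changes was found in both kits, and 0 of the other lists were called.

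The alternatives set before the data were examined were the sense counts, all expressed genes in place of the filter, DESeq2's size factors in edgeR, DESeq2 1.42.0 on all expressed genes, both times of animal 20, the animal as a block, leaving out the Lexogen library with the most reads, equal filtered reads, equal reads on genes, RNA samples with both kits only, other count minimums, fry, and plateaus at 1 gene per 20000 and per 5000 reads. Those added after seeing the data were DESeq2 with either time of animal 20, the total count on genes as library size, the counts without rRNA genes or with equal reads on other genes, the runs of sample numbers as a term or alone, each animal left out in turn, over 10 counts in the informative set, a test against a log2 fold change of 1, and a hyperbola in place of the asymptotic regression. Chance was assessed with 100 swaps of the time labels within animals, and 24 for the interaction. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with a random seed of 20250416.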

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

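The test of the overlap with other genes was chosen before its result was seen, and the tests of the rRNA share by library and within RNA samples, of few reads per gene, and of overlap as the only source were chosen after it. Choices described as set before the data were examined are listed in the summary of the processing.

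Counts on rRNA genes, which the paper does not discuss, made up 31.0% ± 5.44 (SD, n = 27) of the counts on genes in Lexogen libraries and 4.63% ± 2.52 (SD, n = 27) in Takara libraries (two-sided permutation test, p = 2e-05, the smallest possible). The genes with the largest shares in Lexogen were RN18S1 (chromosome 27, 6224662 to 6226184; 12.9% of the counts on genes, 0.343% in Takara) and the mitochondrial rRNA genes KEH36_r01 (1453 to 3023; 11.9% and 1.53%) and KEH36_r02 (431 to 1385; 4.54% and 1.13%). Neither a few libraries nor different RNA accounts for the pattern. The lowest Lexogen library had 18.9% and the highest Takara library 12.4%, and within the 25 RNA samples with both kits the Takara share was higher in 0 of 25, with a mean difference of -26.0 percentage points (permutation test within pairs, p = 1e-05, the smallest possible). Counts on genes other than rRNA were 10682377 ± 3726206 (SD, n = 27) per Takara library and 7779292 ± 5860196 (SD, n = 27) per Lexogen library (permutation test, p = 0.0235, adjusted p = 0.0353). How the kits prime and how much cDNA was pooled per kit go with the kit in every library, so their parts in the difference were not tested. The counts cover uniquely mapped reads alone, and reads on rRNA repeats that mapped to several places are not in them. The RNA was the same for both kits, so no biological explanation was tested.

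Sense and antisense counts, which the paper does not report separately, show 1895 of the 24607 expressed genes in Takara (7.70%) without any sense count in the 27 libraries. They had a median total of 5 counts, and 13 of them were informative. Lexogen had 1867 such genes among 21730 (8.59%), with a median total of 16 counts, of which 79 were informative. Few reads per gene do not account for this number if each read is an independent draw. The share of sense reads over all genes would then leave 57.7 genes in Takara and 46.7 in Lexogen without a sense read. The reads carry no molecular identifiers, so few molecules per gene, each read several times, were not tested. Overlap with another annotated gene is not the only source of these counts, since of the 1764 genes with a position in the reference (93.1%), 63.9% overlapped no other gene. For the 36.1% that overlapped one, against 41.2% of the genes with sense counts, reads from that gene cannot be told apart from other sources. STAR leaves reads over exons of several genes out of the counts, which lowers this percentage, and the reference gives no strand. Transcripts missing from the annotation on the opposite strand and genomic DNA stay open as explanations that may apply, and neither was tested. The design gives no condition for this pattern, so no biological explanation was tested.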

How the results depend on the processing

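Sense counts, DESeq2's size factors in edgeR, RNA samples of both kits alone, and equal filtered reads in every library left the numbers of Takara, Lexogen and shared DEGs within 1.5 times the values reported, as did leaving out the overloaded Lexogen library. Over the alternatives, 266 values of comparisons kept their direction and size, 83 moved, 1 passed the threshold and 2 reversed. Of the values of single genes and gene lists, 14 lost significance, 5 gained it and 6 reversed, and the others kept their direction and side of the threshold. Except where a value or the alternative itself shows it, the cause was not tested.

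Takara gave more DEGs than Lexogen under all settings but 1, the assignment of animal 20 to thermoneutral control. With it, Takara gave 0 DEGs (3804 genes at an unadjusted p under 0.05), Lexogen gave 2, and 0 were shared, with a correlation of log2 fold changes between kits of 0.67. With animal 20 as heat stress, the counts were 4200, 821 and 770. The cause was not tested, since the values of a library cannot settle when it was taken. With all expressed genes tested, Lexogen gave 3273 DEGs and the kits shared 1057, with a correlation of 0.31. DESeq2 on all expressed genes gave 1006 Lexogen DEGs and a correlation of 0.34. These settings also test genes with few counts, which the filter removes. DESeq2 with animal 20 as heat stress, added later, gave 1285 Lexogen DEGs, 1095 shared and a correlation of 0.38. DESeq2 with animal 20 as thermoneutral control gave 1696 Takara and 169 Lexogen DEGs, 131 shared, and a correlation of 0.25.

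With the animal as a block, which pairs the libraries of an animal, Lexogen gave 66 DEGs, 65 were shared and the correlation was 0.67, while Takara gave 3163 DEGs. In the simulated data the block lowered the recovery in Lexogen from 38.8% to 30.9%. Those data held no difference between animals, so they show the cost of a block but no gain from it. The cause of the loss in the real data was not tested. With the block, IL1R2, G0S2, GPR174, DYRK2 and NFE2L3 had adjusted p-values from 0.0510 to 0.205 in Lexogen (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 named genes stayed below 0.05 in Takara. In run 1 of the sample numbers alone, with 402 Lexogen and 367 shared DEGs, and in run 2 alone, with 931 Takara, 0 Lexogen (1275 at an unadjusted p under 0.05) and 0 shared DEGs and a correlation of 0.50, fewer animals were tested. With the run as a term, there were 3629 Takara and 514 Lexogen DEGs.

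Across the 14 fits that each left out one animal, Takara DEGs ranged from 2669 to 4082, Lexogen DEGs from 348 to 747, shared DEGs from 329 to 706, and the correlation from 0.70 to 0.77. Lexogen and shared DEGs moved by over 1.5 times without animal 16 (406 and 386), animal 18 (389 and 356), animal 36 (348 and 329) or animal 40 (368 and 348). With the total count on genes as library size, added later, the median log2 fold change of all Takara genes was -0.27 against -0.05 with TMM, and 37.4% of 3488 Takara DEGs were up-regulated, against 63.8% of 3646 with TMM. In Lexogen, 89.4% and 91.7% were up-regulated. Without a block, the interaction of kit and time gave 5 DEGs in place of 0.

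DEGs with a log2 fold change of at least 1 moved more than all DEGs. At least this high were 984 in Takara and 419 in Lexogen, and at least this low were 139 and 24. With all expressed genes tested, which adds genes with few counts, these numbers were 2457, 1458, 373 and 1487. DESeq2 on all expressed genes gave 236 lower genes in Takara and 121 in Lexogen. Animal 20 as thermoneutral control left 0 higher and 0 lower genes in Takara and 2 and 0 in Lexogen. The animal as a block left 45 higher genes in Lexogen. The cause was not tested. Of the settings added later, DESeq2 with animal 20 as heat stress gave 1600 and 712 higher and 289 and 146 lower genes in Takara and Lexogen. With animal 20 at the other time, it gave 630 and 105 higher genes, and 11 lower genes in Lexogen. The total count on genes as library size gave 533 higher and 289 lower genes in Takara. Equal reads on genes other than rRNA gave 84.3 lower genes in Takara. Run 2 of the sample numbers alone gave 440 higher genes in Takara and 0 higher and 0 lower in Lexogen. DESeq2's test against a threshold of 1 gave 142 higher genes in Takara and 31 in Lexogen, and 0 and 2 lower. The same test with animal 20 as heat stress gave 179 and 47, and 0 and 2. Without each animal in turn, the higher genes in Lexogen ranged from 265 to 501 and the lower genes from 11 to 30. They moved by over 1.5 times without animal 36 (265 and 11) and animal 40 (278 and 12).

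The difference in filtered reads per library had no sure direction. Within RNA samples of both kits, paired as a block, it was -34583 reads (two-sided permutation test, p = 0.998), and in run 1 of the sample numbers it was -1054133 (p = 0.991), against 178199 with all libraries (p = 0.989). Without the overloaded library it was 3067447 (p = 0.0163), which that library's own size shows. Differences between kits in mapping, expressed genes and genes with at least 10 counts kept their direction and a permutation p under 0.05 under every alternative that was run.

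The plateau depth depended on the slope that defines it. At 1 gene per 20000 reads it was 9.52 M reads for expressed genes, 9.73 M for informative genes and 7.79 M for DEGs, and at 1 gene per 5000 reads it was 6.24, 6.66 and 4.17 M. With sense counts it was 8.20 M for expressed and 7.73 M for informative genes, and with over 10 counts 8.32 M for informative genes. With a hyperbola, added later, it was 10.0 M and 11.4 M, and 6.04 M for DEGs. DESeq2 on all expressed genes gave 6.20 M for DEGs, and 6.45 M with animal 20 as heat stress. The draws stop at 12 M reads, since the smallest Takara library held 12210387, which limits what the curves can show beyond that depth.

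Of the gene lists, the heat shock list in Takara and the glucocorticoid and neutrophil lists in both kits kept their direction and an adjusted p under 0.05 under all 8 alternatives. With fry, the heat shock list in Lexogen (adjusted p = 0.0552) and the B cell list in Takara (0.0503) lost significance, and the circadian clock list in Takara (0.0494) gained it. Over the alternatives, their adjusted p-values ranged from 0.000116 to 0.139, from 0.000718 to 0.0853 and from 0.0305 to 0.806. With animal 20 as thermoneutral control, the heat shock and T cell lists in Lexogen lost significance, with adjusted p-values of 0.139 and 0.0889. Within single runs of the sample numbers, added later, further lists changed. In run 1, the B cell list lost significance in Takara (adjusted p = 0.0853) and Lexogen (0.106), and the T cell list in Lexogen (0.0853). In run 2, the T cell list lost it in Takara (0.0662) and Lexogen (0.114). Lists that passed in run 2 alone were the monocyte list (0.000316, against 0.938 in run 1), the platelet list (0.0179, against 0.463) and the circadian clock list (0.0305, against 0.806) in Takara, and the interferon response list in Lexogen (0.00528, against 0.283). The 6 reversed values were medians of lists in run 1 with an adjusted p of at least 0.05 both there and over all animals. The median log2 fold change went from -0.18 to 0.26 for the platelet list and from -0.32 to 0.67 for the erythroid list in Takara. In Lexogen it went from 0.20 to -0.10 for the monocyte list, from -0.22 to 0.07 for the platelet list, from 0.56 to -0.42 for the erythroid list and from -0.17 to 0.31 for the interferon response list. The cause was not tested, and neither was the difference between the runs.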

Differences from the paper's values

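Several tests and settings named here, the ones called added, were chosen after seeing the values.

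For Lexogen DEGs, 616 were found against the paper's 1285. Of the alternatives set before the data were examined, DESeq2 on all expressed genes came within 1.5 times (1006). DESeq2 with animal 20 as heat stress, chosen after seeing the values, gave 1285. The up-regulated Lexogen DEGs numbered 565 against the paper's 1025, with 816 under DESeq2 on all expressed genes and 729 with animal 20 as heat stress, which closed the gap. The down-regulated Lexogen DEGs numbered 51 against the paper's 260, with 190 under DESeq2 on all expressed genes, the only alternative set before the data were examined that closed the gap. DESeq2 with animal 20 as heat stress, chosen after seeing the values, gave 1025 up-regulated and 260 down-regulated genes. It also gave 4821 Takara DEGs, 3142 up-regulated and 1679 down-regulated, which are the paper's numbers, where edgeR gave 3646, 2325 and 1321.

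For DEGs shared by the kits, 583 were found against the paper's 1095. The gap was closed by all expressed genes (1057), DESeq2 on all expressed genes (849) and animal 20 as heat stress (770). The shared up-regulated genes numbered 548 against the paper's 964, with 936, 763 and 708 under these alternatives. The shared down-regulated genes numbered 35 against the paper's 131, and the test of all expressed genes (121) closed the gap, whereas DESeq2 (86) did not. DESeq2 with animal 20 as heat stress, chosen after seeing the values, gave 1095, 964 and 131. With it, 94.0% of the up-regulated and 50.4% of the down-regulated Lexogen DEGs were shared, against the paper's 94% and 50%.

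For DEGs with an estimated log2 fold change of at least 1, 984 up-regulated genes were found in Takara against the paper's 179, and none of the alternatives set before the data were examined closed the gap. In Lexogen 419 were found against the paper's 47, and the animal as a block gave 45. The block left 66 Lexogen DEGs in all, however, against the paper's 1285. In the other direction 24 were found in Lexogen against the paper's 2, and none of the alternatives set before the data were examined closed the gap. DESeq2's test against a log2 fold change of 1, chosen after seeing the values, is on another scale, since it asks for a change above the threshold. It gave 142 in Takara and 31 and 2 in Lexogen, and with animal 20 as heat stress 179 in Takara and 47 and 2 in Lexogen.

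Takara gave 492% more DEGs than Lexogen, against the paper's 74%, and all expressed genes (49.9%) came within 1.5 times. As a share of the Takara DEGs, the difference was 83.1%, and 73.3% with DESeq2 and animal 20 as heat stress, a setting chosen after seeing the values. DEGs found with Lexogen alone were 0.897% of all DEGs against the paper's 14%, and none of the alternatives set before the data were examined closed the gap. As a share of the Lexogen DEGs they were 5.36%, and 14.7% with DESeq2 and animal 20 as heat stress, chosen after seeing the values.

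Other values lay within 1.5 times the paper's. The paper's informative genes per library, 11824 and 9904, equalled the number of genes with over 10 counts within the kit's informative set, which was added after seeing the values, where 12690 and 11205 genes had at least 10 counts. The paper's totals of informative genes, 12351 and 10997, were the values with over 10 counts, set before the data were examined, where at least 10 counts gave 12513 and 11121. The plateau for DEGs lay at 5977089 reads against the paper's 6565915, with 6445563 under DESeq2 and animal 20 as heat stress, chosen after seeing the values. The paper places the overloaded library further from the mean in SD than the 4.87 SD found from filtered reads.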

Other observations

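The gene lists and the alternatives called set before the data were examined are named in the summary of the processing. The tests of library size and library scaling for the glucocorticoid list were chosen before their results were seen. So was the test of the shape of the fitted curve. Beyond these and the main tests, the other tests given here were chosen after the result was seen.

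Takara gave more DEGs than Lexogen, and several explanations were tested. With equal filtered reads the ratio of Takara to Lexogen DEGs was 4.93, and with equal reads on genes other than rRNA it was 4.38, against 5.92 at full depth, so neither depth nor the reads taken by rRNA accounts for all of it. Changes seen by Takara alone do not account for all of it either. Of the 2723 DEGs of Takara alone that were tested in Lexogen, 88.1% went the same way there and 777 (28.5%) had an unadjusted p under 0.05. Both kits share the RNA, so swapped time labels also give a high percentage: for as many genes with the lowest p in Takara, its median was 66.9%, its largest value 87.7%, and 1 of 100 swaps, the real labels included, gave one as high. The median standard error of the log2 fold changes was 2.14 times as large in Lexogen as in Takara with equal reads on genes other than rRNA, so a larger spread between Lexogen libraries is a candidate explanation. The standard errors were calculated back from the test that called the DEGs, so they are not separate evidence. The time effect itself was not shown to differ between kits. The interaction gave 0 DEGs and 526 genes at an unadjusted p under 0.05, and 10 of 24 swaps of the time labels, the real labels included, gave as many of the latter. How much cDNA was pooled per kit stays open and was not tested.

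Takara libraries also held more genes at equal depth. With equal reads on genes other than rRNA, the difference in expressed genes was 2496, and with sense counts alone it was 3253, so neither the reads taken by rRNA nor reads from the opposite strand account for all of it. For genes with at least 10 counts, the difference was 971 with equal filtered reads and 440 with equal reads on genes other than rRNA (two-sided permutation test, p = 0.0216), against 1485 at full depth. Depth and rRNA may each account for a part of it. The kits shared the RNA samples, so no biological explanation was tested.

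Swaps of the time labels within animals, the same in both kits, showed how often other groupings give results as large. Of 100 swaps, the real labels included, 1 gave as many Takara DEGs, 1 as many Lexogen DEGs, 1 as many shared DEGs and 1 as high a correlation of log2 fold changes between kits. The largest values among the other swaps were 3091 Takara DEGs, 426 Lexogen DEGs, 400 shared DEGs and a correlation of 0.72, and 8 swaps gave any Takara DEG.

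The gene lists, fixed before the data were examined, are given as camera's adjusted p over 20 tests. The heat shock list rose in Takara (median log2 fold change 0.54, adjusted p = 4.4e-06, up in 12 of 12 animals) and in Lexogen (0.38, adjusted p = 0.000598, up in 9 of 12). In Takara, 11 of its 18 genes were DEGs among all genes tested and 13 when adjusted over the list alone. The glucocorticoid response list, which shares PER1 with the circadian clock list and holds IL1R2, rose in Takara (1.70, adjusted p = 4.4e-06, 10 of 12 animals) and Lexogen (1.84, adjusted p = 6.6e-08, 9 of 12). The neutrophil list rose in Takara (1.68, adjusted p = 6.6e-08, 10 of 12 animals) and Lexogen (2.00, adjusted p = 1.5e-10, 10 of 12). The T cell list fell in Takara (-0.45, adjusted p = 0.00117, down in 11 of 12) and Lexogen (-0.27, adjusted p = 0.0243, 8 of 12). The B cell list fell in Takara (-0.34, adjusted p = 0.013, 8 of 12) and Lexogen (-0.41, adjusted p = 0.0181, 9 of 12). The adjusted p in Takara and Lexogen was 0.267 and 0.358 for the circadian clock list, 0.141 and 0.434 for the monocyte list, 0.621 and 0.694 for the platelet list, 0.977 and 0.648 for the erythroid list, and 0.596 and 0.691 for the interferon response list. Except for the heat shock list in Lexogen and the B cell list in Takara, each list named as rising or falling also passed with fry. The number of tests that passed, 10 of 20, was reached by 7 of the 100 swaps, so the number of lists is not beyond what swapped labels give. Without the real labels, the swaps gave a median of 5 passing tests and at most 13. For single lists, as large a median change came from 1 of 100 swaps in both kits for heat shock, 3 and 1 for the glucocorticoid response, 2 and 1 for neutrophils, 1 and 14 for T cells and 12 and 14 for B cells.

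The mean change of the glucocorticoid response list differed between animals in Takara, from -0.37 to 3.25 on the log2 scale. The largest gap between neighbouring animals was 1.20, from 0.83 to 2.03, with 6 animals on each side. In Lexogen, where 2 of the 12 animals were others, the changes ranged from -0.39 to 3.06 and the largest gap was 0.66, from 1.40 to 2.06. Among the 10 animals with both kits, the largest gap was 1.18 in Lexogen, from 0.88 to 2.06, and 1.20 in Takara, with 6 animals below and 4 above in each. A library with a mislabelled time would reverse the heat shock list as well. That list rose in 12 of 12 Takara pairs, by 0.16 to 1.87. In Lexogen it fell in 3 of 12 pairs, of animals 16 (-0.11), 19 (-0.004) and 29 (-0.37). The list thus argues against a mislabelled time in the Takara pairs alone. The kit does not account for the range between animals, since the largest difference between kits within an animal was 0.65 over 10 animals with both kits. In run 2 of the sample numbers, 3 of 6 animals lay above the gap, as did 3 of 6 in run 1. With equal filtered reads the gap was 1.26, and with the total count on genes as library size it was 0.90, so neither library size nor scaling removes it in Takara. In Takara, the 6 animals above the gap had neutrophil list changes from 2.01 to 3.48, against -0.47 to 1.71 in the others. Their B cell list changed by -1.38 to -0.94, against -0.09 to 0.13. Shares of cell types were not measured, so their part in the pattern was not tested. A difference between calves in their response to heat may be behind the pattern, which was found and tested in the same data.

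The neutrophil list rose with log2 fold changes from 0.51 to 2.44 in Takara. A higher share of neutrophils as the only cause would raise these genes alike if their reads came from neutrophils alone. Which cells the reads came from was not measured, so a spread of the changes cannot rule out this cause. Their spread exceeded their standard errors (Cochran's Q = 46.9 on 11 degrees of freedom, p = 2.2e-06 in Takara, and 32.6 on 10, p = 0.000313 in Lexogen). Blood contains these cells, and the genes were high before heat as well. In Takara, S100A12 rose from 6176 to 30252 CPM, S100A8 from 1650 to 8145, and CSF3R from 989 to 1405. A higher share of neutrophils stays open, as a part of the change or as all of it.

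Heat stress libraries were taken 12 h after the thermoneutral control from the same calves, and no calves were sampled at both times without heat. Heat and time of day cannot be told apart in this design. In Takara, 3 circadian clock genes, named after their values were seen, were DEGs. NFIL3 rose (log2 fold change 2.81), and DBP (-0.58) and BHLHE41 (-0.70) fell.

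The fitted plateau of expressed and informative genes depends on the shape of the curve. A hyperbola fitted to the same draws placed the slope of 1 gene per 10000 reads at 10.0 M reads for expressed genes and 11.4 M for informative genes, against 7.88 M and 8.19 M. Its residual sum of squares was smaller, by a factor of 6.54 and 8.80. For DEGs the plateau hardly moved, from 5.98 M to 6.04 M, although the residual sum of squares was smaller by a factor of 4.49. From 10 to 12 M reads, the draws still gained 1 expressed gene per 8425 reads and 1 informative gene per 6020 reads, and 1 DEG per 18886 reads. For expressed and informative genes, the shape of the fitted curve may thus place the plateau below the depth at which the draws reach that slope.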
